# Atorvastatin Attenuates Diet-Induced Non-Alcoholic Steatohepatitis in APOE*3-Leiden Mice by Reducing Hepatic Inflammation

**DOI:** 10.3390/ijms24097818

**Published:** 2023-04-25

**Authors:** José A. Inia, Geurt Stokman, Elsbet J. Pieterman, Martine C. Morrison, Aswin L. Menke, Lars Verschuren, Martien P. M. Caspers, Martin Giera, J. Wouter Jukema, Anita M. van den Hoek, Hans M. G. Princen

**Keywords:** atorvastatin, NAFLD, NASH, inflammation, fibrosis, inflammasomes, gene expression

## Abstract

Patients with metabolic syndrome are often prescribed statins to prevent the development of cardiovascular disease. Conversely, data on their effects on non-alcoholic steatohepatitis (NASH) are lacking. We evaluated these effects by feeding APOE*3-Leiden mice a Western-type diet (WTD) with or without atorvastatin to induce NASH and hepatic fibrosis. Besides the well-known plasma cholesterol lowering (−30%) and anti-atherogenic effects (severe lesion size −48%), atorvastatin significantly reduced hepatic steatosis (−22%), the number of aggregated inflammatory cells in the liver (−80%) and hepatic fibrosis (−92%) compared to WTD-fed mice. Furthermore, atorvastatin-treated mice showed less immunohistochemically stained areas of inflammation markers. Atorvastatin prevented accumulation of free cholesterol in the form of cholesterol crystals (−78%). Cholesterol crystals are potent inducers of the NLRP3 inflammasome pathway and atorvastatin prevented its activation, which resulted in reduced expression of the pro-inflammatory cytokines interleukin (IL)-1β (−61%) and IL-18 (−26%). Transcriptome analysis confirmed strong reducing effects of atorvastatin on inflammatory mediators, including NLRP3, NFκB and TLR4. The present study demonstrates that atorvastatin reduces hepatic steatosis, inflammation and fibrosis and prevents cholesterol crystal formation, thereby precluding NLRP3 inflammasome activation. This may render atorvastatin treatment as an attractive approach to reduce NAFLD and prevent progression into NASH in dyslipidemic patients.

## 1. Introduction

Non-alcoholic fatty liver disease (NAFLD) is emerging worldwide as the most prevalent form of liver diseases and is considered the hepatic manifestation of the metabolic syndrome. The number of NAFLD patients is rising and therefore more patients progress to the chronic (systemic) inflammatory state of NAFLD, known as non-alcoholic steatohepatitis (NASH) [1].

Hyperlipidemia and systemic inflammation are well-known risk factors for NASH [2]. Patients exhibiting hyperlipidemia are often prescribed HMG-CoA reductase inhibitors, i.e., statins, as a first line of defense to prevent development and stall progression of cardiovascular disease as a result of elevated levels of low density lipoprotein (LDL) cholesterol and other apolipoprotein B-containing lipoproteins. The anti-inflammatory effects of statins with respect to cardiovascular disease have been described in both humans [3,4] and mice [5,6] and can be attributed to different mechanisms, such as through reduction of NFκB pathway activation [7]. In the context of clinical NAFLD-NASH, conflicting data have been reported on the effects of statins, though recent studies advocate their beneficial effects on hepatitis and liver fibrosis [8,9]. Animal studies can therefore be most helpful in providing more insight into whether statins can affect NASH development and, if so, by what mechanisms.

Concerns have been raised about whether currently available preclinical NAFLD-NASH models accurately mimic the disease, given that the used experimental conditions may be less relevant to the clinical setting. These models often accentuate specific features of NAFLD-NASH and are therefore highly useful for investigation of pathogenic processes. Nevertheless, NAFLD-NASH models are often not suitable for evaluation of lipid-lowering interventions, since most models do not respond well to statins and other lipid-lowering drugs [10,11,12]. For the present study, we used mice expressing the human apolipoprotein E3-Leiden (APOE*3-Leiden) gene isoform, a translational hyperlipidemic mouse model with an intact ApoE-LDL-receptor-mediated clearance pathway [13]. This model closely reflects metabolic and histological features of human NASH and hepatic fibrosis while simultaneously developing atherosclerosis when fed a Westernized diet [12,14,15,16]. Most importantly, APOE*3-Leiden mice respond well to all lipid-lowering interventions that are used in the clinic including statins, ezetimibe, fibrates and PCSK9 and ANGPTL3 inhibitors [5,10,11,12,13,14,17,18,19]. Here, APOE*3-Leiden mice were treated with a statin dose that resulted in a decrease in total cholesterol levels of approximately 30%, a clinically relevant therapeutic effect size that is representative for the response to statins of a large group in the mildly hyperlipidemic patient population [20]. Using histological, biochemical, lipidomic and gene expression analyses, we demonstrated that atorvastatin has pronounced effects on different inflammatory aspects in this diet-induced NASH mouse model, and as such provides a rationale for use in NAFLD-NASH patients, either alone or on top of more specific NASH interventions.

## 2. Results

### 2.1. Metabolic Risk Factors and Atherosclerosis Parameters Are Improved by Atorvastatin

In the APOE*3-Leiden model, body weight at study endpoint was similar for all groups and caloric food intake was slightly lower in WTD-fed mice as compared to chow-fed mice (Table 1). Upon WTD feeding, APOE*3-Leiden mice developed hyperlipidemia as reflected by a 10.7-fold increase in plasma cholesterol levels and 97% increase in triglyceride levels. As expected, atorvastatin-treated mice had significantly lower plasma cholesterol (−43%) and triglyceride levels (−44%) as compared to the WTD control group. WTD feeding resulted as well in an increased liver weight (+91%) and a 5.3-fold and 6.9-fold increase in the liver function markers plasma ALT and AST, respectively, in comparison to healthy, chow-fed mice. Atorvastatin limited this increase in liver weight (−29%) and significantly reduced plasma ALT levels (−55%) and plasma AST levels (−33%) as compared to WTD-fed control mice. Plasma levels of the acute phase protein serum amyloid A (SAA) increased significantly in response to WTD feeding (+102%) and were significantly reduced by atorvastatin (−42%) to levels comparable to chow controls.

Total cholesterol exposure in atorvastatin-treated mice was significantly reduced with 30% (Figure S1A), resulting in a 28% reduction in the number of atherosclerotic lesions (Figure S1B,C). Moreover, atherosclerotic plaques from atorvastatin-treated mice had a higher stability index (+42%), calculated by dividing the sum of smooth muscle cell and collagen content as plaque stabilizing factors by the sum of macrophage and necrotic core content as plaque destabilizing factors (Figure S1D). While the area of mild (type I-III) atherosclerotic lesions did not differ between atorvastatin-treated mice and WTD-fed mice that did not receive intervention, there was a significant reduction in the lesion area of moderate (type IV) and severe (type V) atherosclerotic lesions in mice on the WTD supplemented with atorvastatin (−48%) (Figure S1E). These data confirm the beneficial effects of atorvastatin on atherosclerosis development in a NAFLD-NASH setting.

### 2.2. Atorvastatin Mitigates Hepatic Steatosis and Strongly Reduces Hepatic Inflammation and Fibrosis

NASH development was histologically analyzed and WTD feeding resulted in pronounced hepatic steatosis, inflammation and fibrosis compared with the chow-fed animals (Figure 1A). Atorvastatin limited hepatic steatosis, as reflected by the lower percentage of surface area of total steatosis, based on histopathological scoring of the percentage of steatotic hepatocytes per total surface area (−22%) (Figure 1B). In association with hepatic steatosis, WTD-feeding induced hepatocellular hypertrophy that was significantly reduced in atorvastatin-treated mice (−44%) (Figure 1C). Furthermore, hepatic inflammation was significantly lower in atorvastatin-treated mice when compared to mice that received WTD without treatment, based on a robust decrease in the number of inflammatory cell aggregates (−80%) (Figure 1D). Sirius Red-stained liver tissue was scored for fibrosis and revealed that the WTD induced pronounced fibrosis, which was fully prevented by atorvastatin (−92%) (Figure 1E), resulting in an almost similar appearance as was observed in the chow-fed group (Figure 1A). Mice that received the WTD developed bridging fibrosis (stage F3), while in atorvastatin-treated mice, fibrosis was mostly observed in the perisinusoidal/perivenular and periportal area (stage F2) (Figure 1F).

### 2.3. Atorvastatin Decreases Hepatic Cholesterol Content, Strongly Reduces the Formation of Hepatic Cholesterol Crystals and Improves the Lipidomic Profile

The main mode of action of statins is inhibition of HMG-CoA reductase, resulting in impaired cholesterol synthesis. Biochemical and histological analysis of hepatic cholesterol was performed to provide insight into the effects of atorvastatin on hepatic cholesterol storage. WTD feeding induced a significant 4.0-fold increase in hepatic cholesteryl ester content compared to chow-fed mice, that was reduced (−17%) with atorvastatin (Figure 2B). Since intrahepatic cholesterol, either as free cholesterol or free cholesterol in the form of cholesterol crystals, is a very potent inducer of hepatic inflammation [21] and is elevated in human NASH as well [22], we determined the effect of atorvastatin on both parameters. Microscopic analysis of liver cross-sections under polarized light revealed that WTD-feeding caused pronounced formation of large birefringent crystals (Figure 2A). Atorvastatin prevented the rise in free cholesterol levels (−9%) (Figure 2C) and almost fully prevented the formation of hepatic cholesterol crystals (−78%) (Figure 2D).

Since high concentrations of certain lipid species have been linked with worsening of the metabolic syndrome and NASH, we sought to determine how the WTD affects the hepatic lipidomic profile in APOE*3-Leiden mice and how atorvastatin affects this profile. WTD feeding induced significant changes in the concentrations of thirteen lipid classes (Figure 2E). In particular, concentrations of hepatic cholesteryl esters were elevated in WTD-fed mice compared to chow-fed mice (18.8-fold increase), an elevation that was partially prevented in atorvastatin-treated mice (−33%). These data are in line with the previously shown biochemically determined data on cholesteryl esters (Figure 2B). Furthermore, significant changes in the lipid concentrations with atorvastatin intervention were also observed for phosphatidylinositol (PI), lysophosphatidylcholine (LPC), phosphatidylserine (PS), lysophosphatidylethanolamine (LPE) and phosphatidic acid (PA). In all these cases, lipid concentrations were more comparable with those observed in healthy, chow-fed mice. Together, these data show that the WTD has strong effects on many lipid species and that atorvastatin largely prevents the accumulation of lipid species in the liver.

### 2.4. Atorvastatin Reduces Immune Cell Infiltration and NLRP3 Inflammasome Pathway Activity

Since atorvastatin strongly limited hepatic inflammation as measured by the number of inflammatory aggregates, we subsequently analyzed in more detail the nature of these inflammatory cells. For this purpose, we stained liver sections immunohistochemically for cluster-of-differentiation 68 (CD68), a marker of resident Kupffer cells and infiltrated macrophages and observed that in atorvastatin-treated mice, there was a significant reduction in CD68-positive cells when compared to WTD-fed mice (−54%) (Figure 3A,B). Similar reductions in positively stained area could be observed for myeloperoxidase (MPO), as marker of activated neutrophils (−25%) (Figure 3A,C) and Ly6C/G as marker for granulocytes (−64%) (Figure 3A,D).

To investigate the background of this decreased infiltration of innate immune cells and since previous studies have shown that cholesterol crystals are potent inducers of the NLRP3 inflammasome [21,23] and were shown here to be strongly reduced by atorvastatin, we investigated whether atorvastatin affected activation of the NLRP3 inflammasome pathway by measuring hepatic NLRP3 expression and expression of IL-1β and IL-18. Immunostaining of liver tissue for NLRP3 revealed a strong increase in the positively stained area in WTD-fed mice compared to chow-fed mice (Figure 3A,E) that induced in the downstream a 6.8-fold increase in hepatic IL-1β protein levels and 11.1-fold increase in hepatic IL-18 protein levels (Figure 3F,G). The reduced formation of hepatic cholesterol crystals in atorvastatin-treated mice prevented the rise in hepatic NLRP3 expression (Figure 3E). The consequent lowering of pro-inflammatory cytokine concentrations (−61% for IL-1β and −26% for IL-18) (Figure 3F,G) emphasizes the beneficial effects that atorvastatin exerts on hepatic inflammation and further supports its proposed effect on NLRP3 inflammasome activation.

### 2.5. The Transcriptome Profile of WTD-Fed Mice Is Ameliorated by Atorvastatin

To further explore the anti-inflammatory effects of atorvastatin in the liver, transcriptome analysis was performed to identify pathways and upstream (master) regulators that were differentially expressed in statin-treated mice compared to untreated WTD-fed mice. 

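Liver RNA of 42 female APOE*3-Leiden mice was sequenced at the endpoint of 32 weeks, with 1 library per mouse. There were 10 mice on chow, 16 on WTD and 16 on WTD with atorvastatin. From week 22 the WTD of both groups also held 0.05% (w/w) sodium cholate, which chow-fed mice did not receive. Comparisons with chow, including those of bile acid genes, do not separate cholate from the rest of the diet. The authors made strand-specific libraries from polyadenylated RNA, aligned the read pairs to the mouse genome GRCm38 with STAR and counted them per gene with HTSeq-count. They deposited these counts without normalization. Between 15661381 and 36224054 read pairs per mouse were counted on genes, with a median of 20405093.5 on chow, 21095129 on WTD and 18180048.5 on WTD with atorvastatin. Levels of genes are given as CPM, the counts scaled to the size of each library. Libraries differed in how many weakly expressed genes they captured. Genes with a mean level of 1 to 2 CPM corresponded to about 22.4 to 51.7 counts in a library, yet between 0% and 60.4% of these genes had no count at all in single libraries. This share was over 20% in 9 libraries, of which 3 were from chow-fed, 5 from WTD-fed and 1 from atorvastatin-treated mice. For such genes a missing count in 1 mouse says little about expression.

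Of the 54446 genes in the count table, 15574 had enough counts to be tested. Counts were scaled by edgeR's TMM method, and all 42 mice entered 1 quasi-likelihood model with 3 groups. Differentially expressed genes (DEGs) were those with a Benjamini-Hochberg adjusted p under 0.01, the threshold of the paper. The authors used DESeq2, which was run here as an alternative. Ingenuity Pathway Analysis (IPA) was not used here. Reactome pathways and 28 hand-written gene lists, only partly after the names in Figure 4, took its place, so numbers of pathways are not on the scale of the paper's.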

The WTD induced differential expression of 390 pathways compared to APOE*3-Leiden mice on the healthy chow diet (Figure 4A, Venn diagram, white circle). 

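Between WTD-fed and chow-fed mice, 5224 of the 15574 tested genes were DEGs, of which 2729 were higher and 2495 lower on WTD. Of the alternative ways of processing, one that also required an absolute log2 fold change of at least 1 moved this number most and left 2151 DEGs. Leaving out each of the 42 mice in turn gave between 4952 and 5384. Of 877 Reactome pathways with 10 to 500 tested genes, 86 held more DEGs than expected by chance at a one-sided Fisher's exact p under 0.01, and 69 at a Benjamini-Hochberg adjusted p under 0.05. The background was the 4961 tested genes that are in any Reactome pathway.

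The smallest p was that of respiratory electron transport with ATP synthesis, where 79 of 92 genes were DEGs (Fisher's exact p = 2.0e-18) and the median log2 fold change was -0.55. Extracellular matrix organization followed, with 139 DEGs among 202 genes (p = 4.2e-15) and a median log2 fold change of 0.97. In the pathway of metabolism of amino acids and derivatives, 113 of 160 genes were DEGs (p = 1.1e-13), with a median log2 fold change of -0.38. Among DEGs with a mean of at least 100 counts, Gpnmb rose most, with a log2 fold change of 6.40 (standard error 0.33, adjusted p = 4.1e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sult3a1 fell most, with a log2 fold change of -7.19 (standard error 0.74, adjusted p = 1.3e-10 from the same test). Every WTD-fed mouse had more CPM of Gpnmb, and fewer of Sult3a1, than the median chow-fed mouse.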

Compared to untreated WTD mice, atorvastatin modulated 154 differentially expressed pathways, of which the majority overlapped with pathways that were induced by the WTD (Figure 4A, Venn diagram, blue circle). 

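Between atorvastatin-treated and untreated WTD-fed mice, 1106 genes were DEGs, with 754 higher and 352 lower after treatment. The share of higher genes, 68.2%, differed between settings. It was 50.6% with DESeq2, 52.8% when only the 2 groups compared were fitted, 54.9% with RLE normalization, 55.6% with at least 10 counts in every mouse, 58.3% with limma-voom and 60.0% with upper-quartile normalization. Of the alternative ways of processing, limma-voom with sample quality weights raised the number of DEGs most, to 3118, with 1091 of the 1106 among them. Requiring also an absolute log2 fold change of at least 1 lowered it most, to 100. Without the WTD-fed mouse Gen20, 1575 genes were called.

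In Reactome, 53 pathways passed a Fisher's exact p under 0.01 in this comparison. Of these, 23 had also passed it between WTD-fed and chow-fed mice, which is 43.4%, and 30 had not. In all 23 the median log2 fold changes of the 2 comparisons had opposite signs. Without the mouse Gen20 there were 74 pathways, of which 41 were shared. At the level of genes the overlap was larger, as 891 of the 1106 DEGs (80.6%) were also DEGs between WTD-fed and chow-fed mice. Of these, 882 changed in opposite directions and 9 in the same direction. Atorvastatin lowered 281 genes that the WTD had raised and raised 601 that the WTD had lowered. The 882 genes are 16.9% of the 5224 DEGs of the WTD, and 375 of them did not pass the threshold between atorvastatin-treated and chow-fed mice, which does not show that they were equal. The median share of the WTD change undone was 51.8% in the 882 genes, which were selected for being reversed. Over all 5224 DEGs of the WTD it was 26.7%.

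Across the tested genes, the log2 fold changes of the 2 comparisons had a Pearson r of -0.62 and a Spearman rho of -0.61. Genes are not independent replicates, and the same 16 WTD-fed mice stand in both comparisons, which alone makes the correlation negative. In 10 simulations in which no group changed, r had a median of -0.43, with 0 genes reversed. In 10 simulations with the measured WTD changes and no effect of atorvastatin, the median r was -0.14, again with 0 genes reversed. Both simulations drew each gene independently, so they lack the variation that genes share within a mouse. Random regrouping of the real WTD-fed and treated mice gave an r between -0.60 and 0.22 and at most 209 reversed genes. When the WTD-fed mice were split at random into groups of 8 that each served 1 comparison, the median of 20 splits was an r of -0.47, and 373.5 genes were reversed, with a range from 2 to 720.

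**Figure D1:**
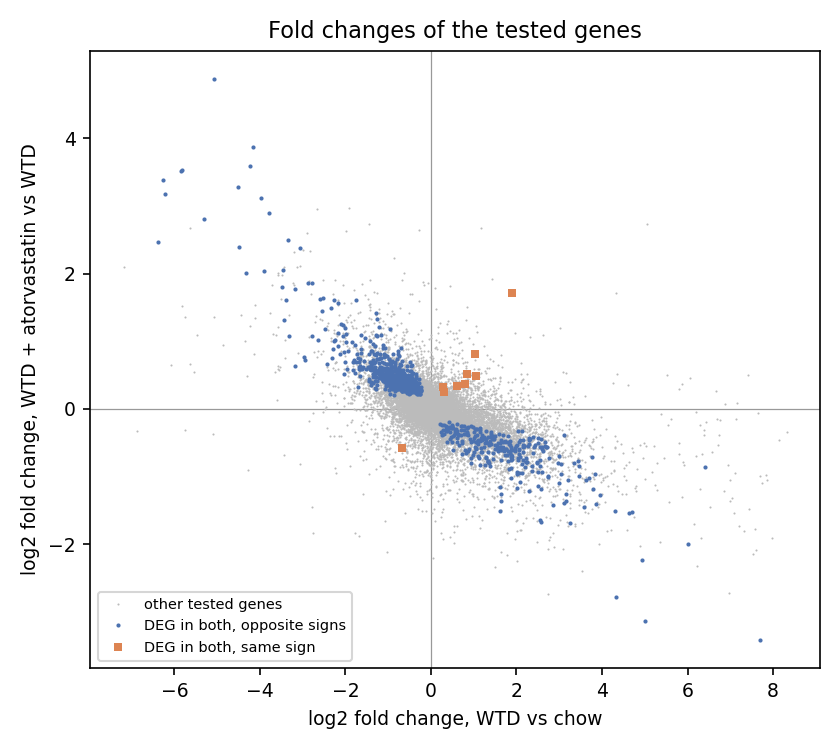
Log2 fold change of each of the 15574 tested genes between WTD-fed and chow-fed mice (horizontal axis) and between atorvastatin-treated and WTD-fed mice (vertical axis). The 882 genes that are DEGs in both with opposite signs are blue, the 9 with the same sign are orange, and all others are grey.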

Of this overlapping portion of the Venn diagram, the top 15 most significantly enriched pathways that were induced by the WTD but reversed with atorvastatin were mainly involved in lipid metabolism, but also acute phase response signaling and hepatic fibrosis/hepatic stellate cell activation (Figure 4A). 

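Gene lists written after the names of these pathways were tested with camera, which compares a list with all other tested genes. All 21 tested genes of cholesterol biosynthesis were lower on WTD than on chow and all 21 were DEGs, with a median log2 fold change of -2.17. All 21 were higher with atorvastatin than on WTD alone, with a median of 0.76 (camera, adjusted p = 4.5e-20). Of these, 17 were DEGs, and 19 passed when adjusted over the list alone. The log2 fold change of Sqle was 1.61 (standard error 0.23, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of Nsdhl was 1.08 (standard error 0.17, adjusted p = 2.7e-05 from the same test).

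Of 30 genes of hepatic fibrosis and stellate cell activation, 26 were DEGs between WTD-fed and chow-fed mice, all higher on WTD, with a median of 1.87. With atorvastatin 28 of the 30 were lower, with a median of -0.55 (camera, adjusted p = 3.3e-16). There were 12 DEGs with lower expression and 1 with higher, and 22 genes passed when adjusted over the list alone. Lum fell by 1.36 on the log2 scale (standard error 0.22, adjusted p = 6.0e-05 from the edgeR test), and Col1a2 fell by 0.77 (standard error 0.17, adjusted p = 0.0018 from the edgeR test). Col1a1 fell by 0.75 with an adjusted p of 0.021 in the edgeR test, above the threshold, but passed it without the mouse Gen25 (adjusted p = 0.0030) and without Gen20. Of 12 alternatives, only limma-voom called Col1a1, with an adjusted p of 7.4e-06. Fn1, the 1 DEG of the list that rose, had a log2 fold change of 0.52 (adjusted p = 4.5e-05 from the edgeR test).

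The 23 genes of the acute phase response went both ways. On WTD 8 DEGs were higher and 10 lower, with a median of -0.09. With atorvastatin 5 DEGs were lower and 1 higher, each opposite to its change on WTD, 8 genes passed when adjusted over the list alone, and the median was -0.04 (camera, adjusted p = 0.021). The median of this list turned slightly positive, 0.01, without the 9 libraries that missed over 20% of the weakly expressed genes. Among the genes the WTD had raised, Saa2 fell by 0.75 with atorvastatin (standard error 0.18, adjusted p = 0.0024 from the edgeR test), Lcn2 fell by 1.27 (standard error 0.29, adjusted p = 0.0018) and Hp fell by 0.50 (standard error 0.08, adjusted p = 3.3e-05). With the share of missed genes as a covariate, Saa2 had an adjusted p of 0.018. Saa1, a near-identical neighbour of Saa2 with which it can share reads, fell by 0.76 with an adjusted p of 0.0103 and was called under 8 of 12 alternatives.

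Among the other lists, bile acid synthesis and transport had a median of -0.92 on WTD and 0.30 with atorvastatin, and 8 of 15 genes were DEGs after treatment, all higher. Oxidative ethanol degradation moved from -0.73 to 0.37 in the same way, and xenobiotic metabolism through the receptor CAR from -0.84 to 0.43. The list of hepatocyte markers moved alike, from -0.84 to 0.44. A share of hepatocyte RNA that differs between groups is therefore not excluded for the bile acid, ethanol and CAR lists. The SREBP2 targets outside the cholesterol pathway had medians of -1.27 and 0.65. LXR targets had a median of 1.48 on WTD and about 0 with atorvastatin, at -0.0019. Their genes went both ways with atorvastatin, 6 higher and 6 lower, from -1.02 to 1.13, with 1 DEG in each direction.

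Over all 28 lists in 3 comparisons, 58 of 84 camera tests passed an adjusted p of 0.05. For the 28 lists these were 19 between WTD and chow and 20 between atorvastatin and WTD, while random regrouping of the mice gave a median of 8 (up to 22) and of 6 (up to 20). With fry 66 passed, and with camera's correlation estimated for each list 22. In the comparison of atorvastatin with WTD, the calls for cholesterol biosynthesis, fibrosis and the SREBP2 targets also held under fry and under the estimated correlation. Those for bile acids, ethanol degradation and CAR held under fry only. The call for the acute phase response held under neither, with adjusted p values of 0.19 and 0.35.

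**Figure D2:**
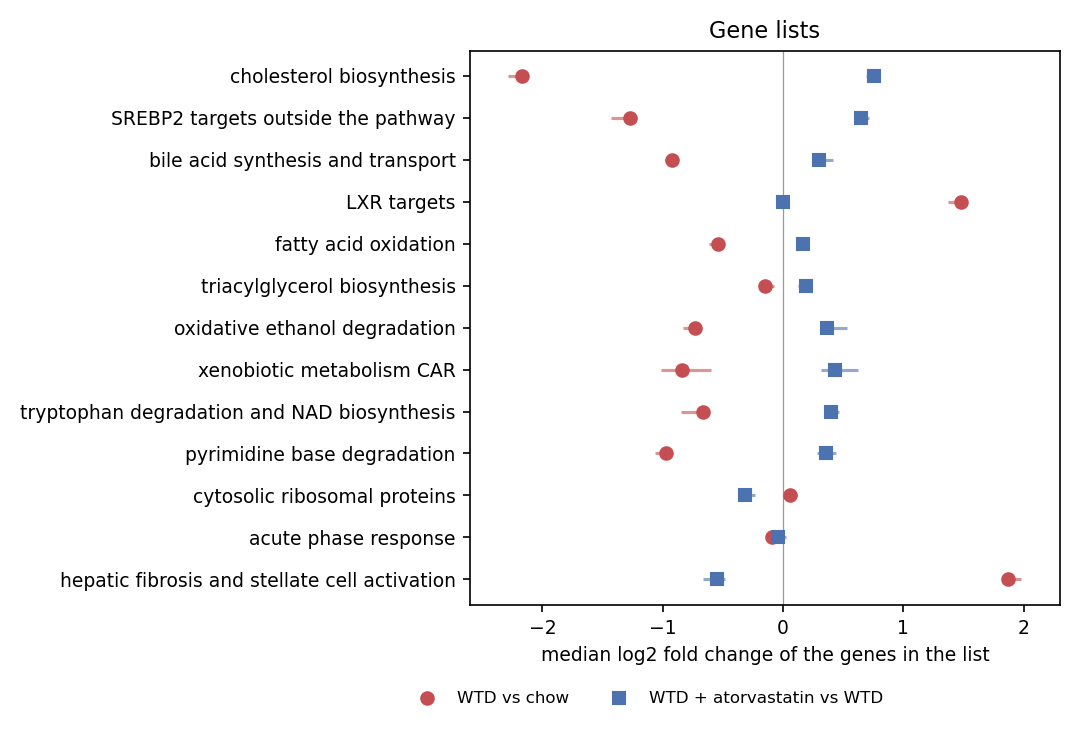
Median log2 fold change of the genes in each list between WTD-fed and chow-fed mice (red circles) and between atorvastatin-treated and WTD-fed mice (blue squares). Horizontal lines span the medians under 12 alternative ways of processing, and the cholesterol biosynthesis list moves from -2.17 to 0.76.

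**Figure D3:**
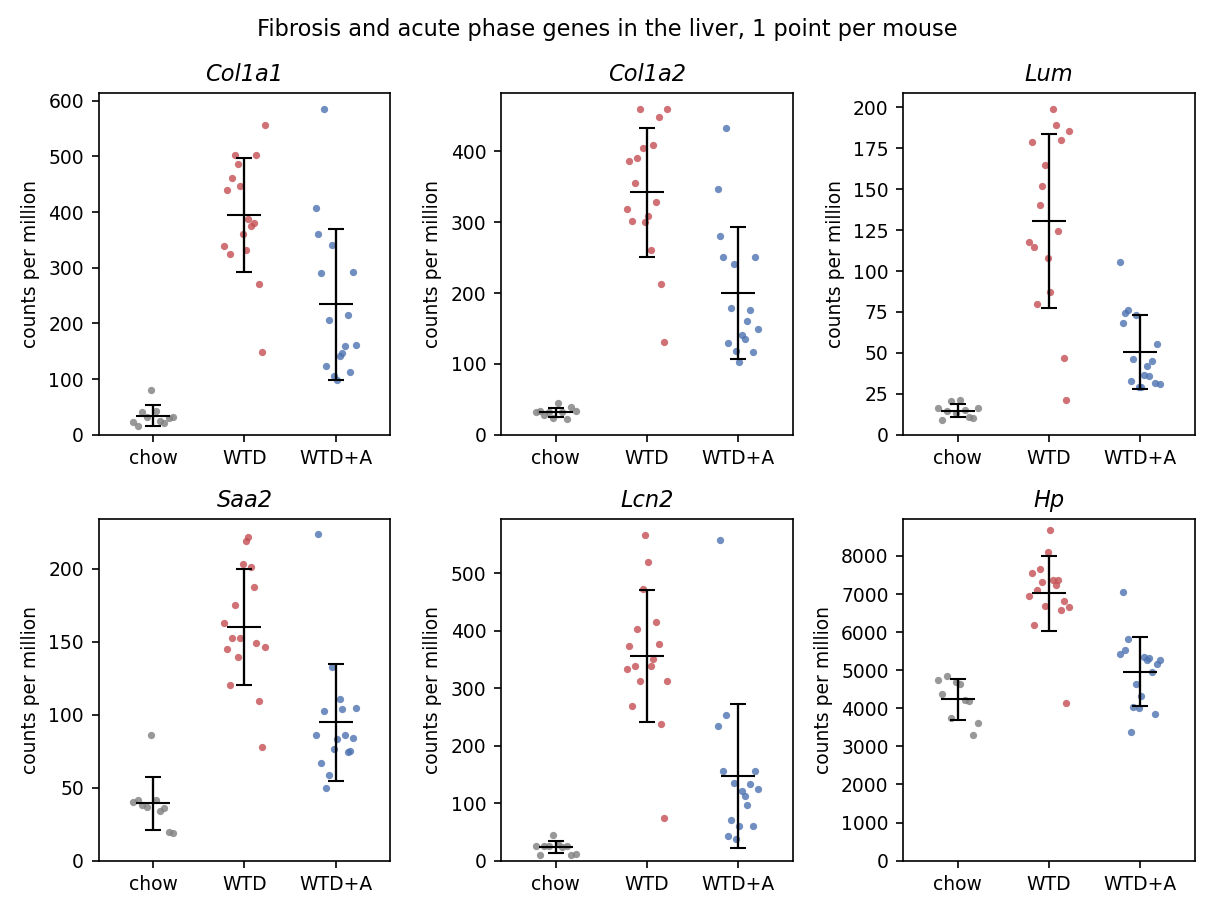
CPM of 3 fibrosis genes and 3 acute phase genes in each of the 42 mice, with the group mean and SD, on chow, WTD and WTD with atorvastatin (WTD+A). Mean levels of Col1a1 were 34.2 on chow, 394.8 on WTD and 234.2 with atorvastatin.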

The top 15 differentially expressed pathways solely regulated by atorvastatin reveal a diverse list that includes pathways involved in lipid metabolism, mitochondrial pathways and several different degradation pathways (Figure 4A).

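Of the 30 Reactome pathways that passed only between atorvastatin-treated and WTD-fed mice, those of translation had the smallest p. In eukaryotic translation elongation 39 of 82 genes were DEGs (one-sided Fisher's exact p = 3.5e-17) with a median log2 fold change of -0.31, against 9 DEGs and a median of 0.06 between WTD-fed and chow-fed mice. All 75 tested genes of the list of cytosolic ribosomal proteins were lower with atorvastatin, with a median of -0.31. Of these, 39 were DEGs and 63 passed when adjusted over the list alone. The median stayed negative under 12 alternatives, between -0.36 and -0.23. Rps14 fell by 0.58 on the log2 scale (standard error 0.10, adjusted p = 4.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Many ribosomal protein genes have near-identical pseudogenes, with which they can share reads.

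In the list of tryptophan degradation and NAD biosynthesis, all 8 tested genes rose, 5 of them as DEGs, with a median of 0.40. All 3 genes of pyrimidine base degradation were DEGs with a median of 0.35, of which Dpyd rose by 0.53 (standard error 0.09, adjusted p = 4.2e-05 from the edgeR test). On WTD these lists had changed too, with medians of -0.67 and -0.97. As hepatocyte markers moved from -0.84 to 0.44, a differing share of hepatocyte RNA is not excluded here either. Of 24 genes of fatty acid oxidation, 23 were higher with atorvastatin, but by a median of only 0.17, and 2 were DEGs (Acaa2 and Acsl1). Both lay near the threshold, as each was called under 6 of 12 alternatives, and Acaa2 in 21 and Acsl1 in 11 of the 42 fits that left out 1 mouse. In triacylglycerol biosynthesis 3 of 11 genes were DEGs, with a median of 0.19. Gpam rose by 1.29 (standard error 0.23, adjusted p = 0.00015 from the edgeR test), and it did not differ between WTD-fed and chow-fed mice (log2 fold change 0.39, adjusted p = 0.24 from the edgeR test). The camera calls for these 5 lists held under fry, and none of them held under an estimated correlation. In all, 215 of the 1106 DEGs were not DEGs between WTD-fed and chow-fed mice. That a gene passed in only 1 comparison does not show that its changes differ, and this difference was not tested.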

Additionally, we analyzed upstream regulators by determining the activation state of transcription factors/master regulators, based on changes in the expression of their target genes. Activation states are expressed as z-scores and all significant upstream regulators with a z-score < −3.5 and >4.0 (arbitrary cut-offs to shorten the list) for WTD vs. chow and for WTD + atorvastatin vs. WTD are shown in Figure 4B. 

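The count table holds the mRNA of the regulators named in Figure 4B, not the z-scores that IPA derives from their targets. Among regulators of lipid metabolism, Srebf2 had a log2 fold change of -0.88 between WTD-fed and chow-fed mice and of 0.33 between atorvastatin-treated and WTD-fed mice (standard error 0.07, adjusted p = 0.00062 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scap moved from -1.05 to 0.67 (standard error 0.11, adjusted p = 7.5e-05 from the same test) and Mlxipl from -1.04 to 0.56 (standard error 0.12, adjusted p = 0.00069). Srebf1 was higher on WTD than on chow by 0.99 and rose further by 0.42 with an adjusted p of 0.038 in the edgeR test, above the threshold. Of 12 alternatives, only limma-voom called this rise, with an adjusted p of 0.0013.

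Genes controlled by SREBP2 rose with treatment. Hmgcs1 had 1082 ± 244 CPM on chow (SD, n = 10 mice), 137.9 ± 38.0 on WTD (SD, n = 16) and 233.5 ± 66.5 with atorvastatin (SD, n = 16). Its log2 fold change with atorvastatin was 0.76 (standard error 0.14, adjusted p = 0.00016 from the edgeR test), and 15 of the 16 treated mice lay above the median of the WTD-fed mice. Insig1 rose by 0.96 (adjusted p = 0.0018 from the edgeR test), and without the 9 libraries that missed over 20% of the weakly expressed genes it no longer passed the threshold. Cyp7a1 and Cyp8b1 belong to bile acid synthesis and were not counted as SREBP2 targets. Cyp7a1 rose by 0.64 with an adjusted p of 0.051 in the edgeR test, above the threshold. Limma-voom and the setting without these 9 libraries called Cyp7a1, and its adjusted p lay between 0.00094 and 0.069 over 12 alternatives. For Cyp8b1, which rose by 1.00, the adjusted p of 0.0096 was so near the threshold that the gene passed in 15 of the 42 fits that each left out 1 mouse.

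**Figure D4:**
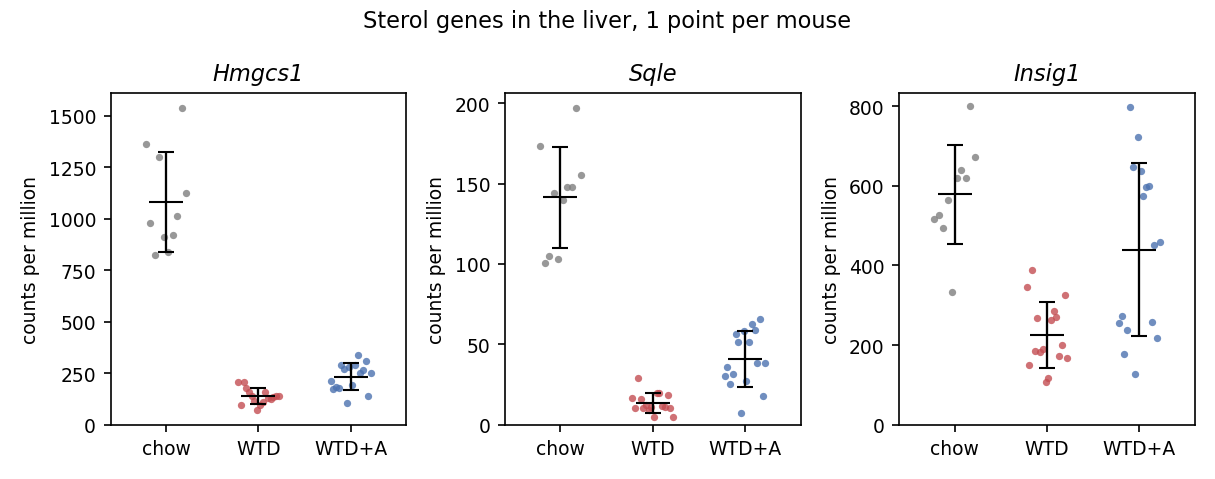
CPM of Hmgcs1, Sqle and Insig1 in each of the 42 mice, with the group mean and SD, on chow, WTD and WTD with atorvastatin (WTD+A). For Hmgcs1 15 of the 16 treated mice lie above the WTD median.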

Since statins intervene in the cholesterol synthesis pathway by inhibiting HMG-CoA reductase, it was to be expected that atorvastatin exerted positive effects on the regulators of lipid metabolism. Furthermore, in line with our findings on hepatic inflammation, the transcriptomics data confirm that atorvastatin also strongly down-regulates pro-inflammatory upstream regulators. For example, WTD-induced upregulation of *MYD88* gene expression—a gene that decodes the MyD88 protein involved in NFκB signaling—was prevented by atorvastatin, similarly to IL33, IL1B and Ige.

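Of the 25 genes that stand for the upstream regulators of Figure 4B, 23 had enough counts to be tested, and Myd88 and Adipoq did not. Between WTD-fed and chow-fed mice 17 were DEGs, with 6 higher and 11 lower on WTD. With atorvastatin 6 were DEGs, all higher, and 9 passed when adjusted over the list alone. The log2 fold change of Larp1 was 0.27 (standard error 0.06, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of Agt 0.31 (standard error 0.07, adjusted p = 0.0011 from the same test). None of the 6 regulators raised by the WTD was a DEG with atorvastatin. Tgfb1, raised by 1.61 on WTD, fell by 0.37 with an adjusted p of 0.025 in the edgeR test. DESeq2, limma-voom and a fit of only the 2 groups compared put Tgfb1 past the threshold. Over its alternatives the adjusted p lay between 0.0072 and 0.067. Of the 23 genes 7 were lower with atorvastatin, 0 of them as DEGs, and 11 of the 23 had an unadjusted p under 0.05, counting both directions.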

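Myd88 had 0 counts in each of the 42 mice, so its expression could not be compared from the deposited counts. The gene lies on the minus strand of chromosome 9 from 119335934 to 119341411 (GRCm38). This is inside Slc22a14, which spans 119169455 to 119365553 on the same strand and had 576 counts in all mice together. Of 256 protein-coding genes placed inside another gene on the same strand with separate exons, 255 had 0 counts in every mouse. Of 11842 protein-coding genes that overlap no gene, 28.7% had none.

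Il33 was higher on WTD than on chow by 1.32 on the log2 scale (standard error 0.34, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With atorvastatin its log2 fold change was -0.25 (standard error 0.28, adjusted p = 0.67 from the same test). Its mean level was 2.59 ± 1.88 CPM on chow (SD, n = 10 mice), 6.50 ± 3.24 on WTD (SD, n = 16) and 5.44 ± 1.59 with atorvastatin (SD, n = 16). Il1b did not differ between WTD-fed and chow-fed mice (log2 fold change 0.48, standard error 0.37, adjusted p = 0.29) or between atorvastatin-treated and WTD-fed mice (log2 fold change 0.12, standard error 0.31, adjusted p = 0.88), both from the edgeR test. Without the mouse Gen29 the last value was -0.03. IgE, a protein complex assembled from rearranged genes, was not analysed here.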

Because of the beneficial effects of atorvastatin treatment on the components of the NLRP3 inflammasome pathway, we investigated this pathway more closely on the transcriptional level. 

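Tlr4 lies on chromosome 4 of GRCm38 from 66827584 to 66930284. It had 3.39 ± 1.58 CPM on chow (SD, n = 10 mice), 13.8 ± 4.25 on WTD (SD, n = 16) and 9.88 ± 2.87 with atorvastatin (SD, n = 16). Its log2 fold change was 2.02 between WTD-fed and chow-fed mice (standard error 0.27, adjusted p = 1.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With atorvastatin it fell by 0.48 (standard error 0.22, adjusted p = 0.16 from the same test), and 12 of the 16 treated mice lay below the median of the WTD-fed mice. Limma-voom put this fall past the threshold, with an adjusted p of 0.0071. Over 11 alternatives the adjusted p lay between 0.0071 and 0.28, and 0 of the 42 fits that left out 1 mouse called it.

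Ctsb, on chromosome 14 from 63122462 to 63145923, had 800.3 ± 68.0 CPM on chow, 1764 ± 156 on WTD and 1450 ± 131 with atorvastatin (SD, n = 10, 16 and 16 mice). It rose by 1.14 on WTD and fell by 0.28 with atorvastatin (standard error 0.05, adjusted p = 0.00023 from the edgeR test). All 16 treated mice lay below the WTD median, and Ctsb was called under all 12 alternatives and in all 42 fits that left out 1 mouse.

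NFκB is a family of 5 genes, of which only Nfkb2 passed the threshold after treatment. Nfkb2, on chromosome 19 from 46304320 to 46312385, rose by 1.17 on WTD and fell by 0.43 with atorvastatin (standard error 0.11, adjusted p = 0.0043 from the edgeR test), and all 16 treated mice lay below the WTD median. It was called in 41 of the 42 fits that left out 1 mouse, and without the mouse Gen17 its adjusted p was 0.011. With a score of circadian clock genes as a covariate its adjusted p was 0.012. Nfkb1 fell by 0.12 (adjusted p = 0.32 from the edgeR test) and Rela fell by 0.05 (adjusted p = 0.73 from the edgeR test). Relb fell by 0.43 with an adjusted p of 0.022 in the edgeR test. It passed with DESeq2, with limma-voom, under 2 other alternatives and without the mouse Gen20 (adjusted p = 0.0075). The direction of Rela turned under limma-voom, with a log2 fold change of 0.01.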

Comparing the transcriptome profile of atorvastatin-treated mice to that of WTD-fed mice, we observed downregulation of Toll-like receptor 4 (TLR4), cathepsin B (CTSB) and nuclear factor kappa B (NFκB) (Figure 4C). Using Ingenuity Pathway Analysis to predict the upstream/downstream effects of activation/inhibition of NLRP3 inflammasome pathway components (based on the activity state of neighboring components), we found that atorvastatin was predicted to inhibit most of the genes in the NLRP3 inflammasome pathway that were induced by the WTD.

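The list of the NLRP3 arm of Figure 4C held 16 genes, of which 15 were tested. Between WTD-fed and chow-fed mice 12 were DEGs, 11 higher and 1 lower on WTD, with a median log2 fold change of 1.17. Between atorvastatin-treated and WTD-fed mice 13 of the 15 genes were lower, with a median of -0.24 (camera, adjusted p = 0.0037). The list also passed under fry, with an adjusted p of 0.0014, and under an estimated correlation, with 0.042. Of single genes, Ctsb and Nfkb2 were DEGs with atorvastatin, the same 2 passed when adjusted over the list alone, and 6 had an unadjusted p under 0.05. Limma-voom called 5 genes, the largest number over the alternatives. Without the mouse Gen17 1 gene was called, and without Gen20 3 were.

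Nlrp3 itself, on chromosome 11 from 59541568 to 59566956, had 1.88 ± 1.18 CPM on chow (SD, n = 10 mice), 6.06 ± 2.45 on WTD (SD, n = 16) and 5.77 ± 1.57 with atorvastatin (SD, n = 16). It rose by 1.69 on WTD (standard error 0.40, adjusted p = 0.00046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With atorvastatin its log2 fold change was -0.07 (standard error 0.33, adjusted p = 0.94 from the same test), and 8 of the 16 treated mice lay below the WTD median. Casp1 fell by 0.38 (adjusted p = 0.21 from the edgeR test) and Pycard fell by 0.72 (adjusted p = 0.068 from the edgeR test). Limma-voom called Casp1, with an adjusted p of 0.0065. Il18 went the other way, with -0.66 on WTD (adjusted p = 0.0032 from the edgeR test) and 0.52 with atorvastatin (adjusted p = 0.029 from the edgeR test). The list of the other inflammasome arms, with 11 genes, had a median of 1.22 on WTD and 0.09 with atorvastatin. Of its genes 0 were DEGs after treatment and 1 had an unadjusted p under 0.05.

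From the activity state of neighboring components, as used by IPA, the paper reports a predicted inhibition by atorvastatin of most NLRP3 pathway genes that the WTD induced.

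**Figure D5:**
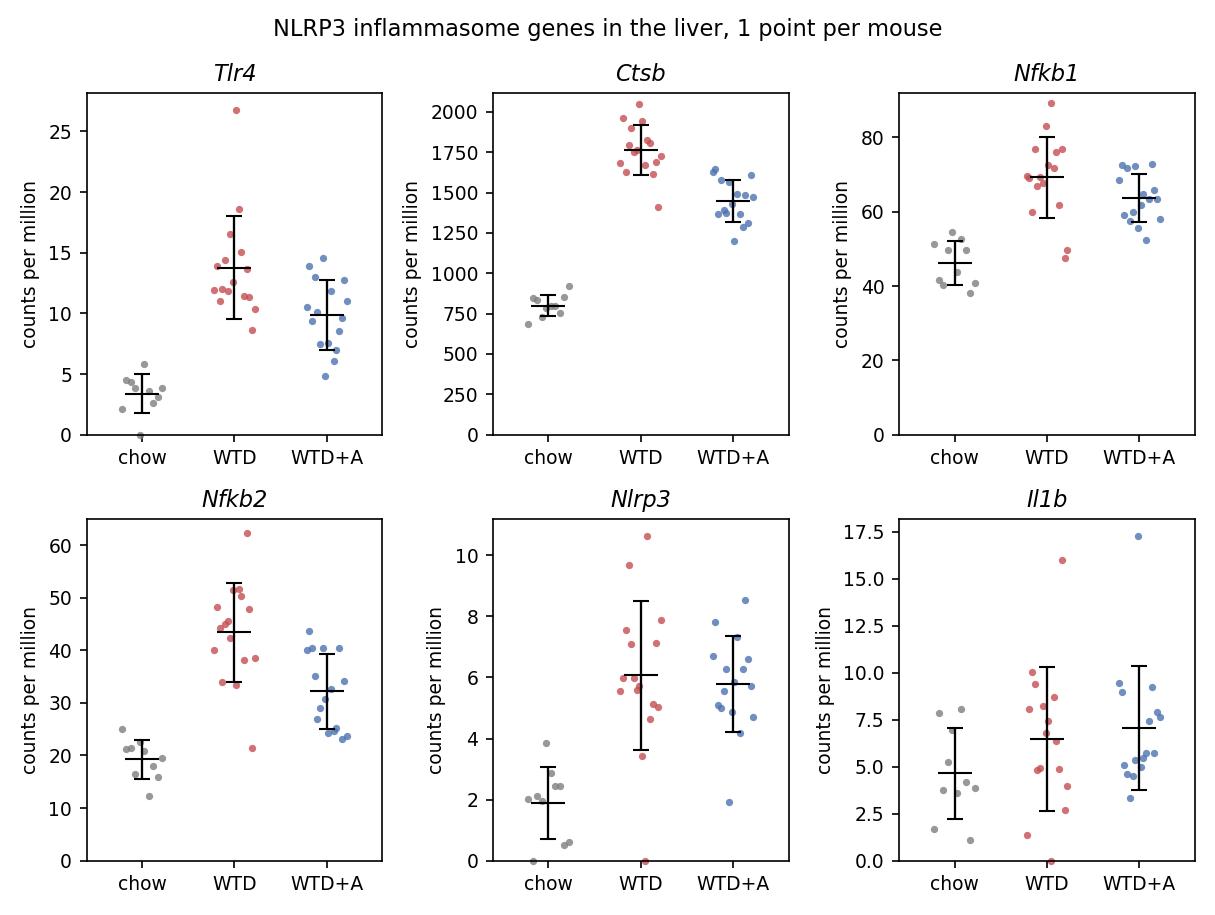
CPM of 6 genes of the NLRP3 arm in each of the 42 mice, with the group mean and SD, on chow, WTD and WTD with atorvastatin (WTD+A). For Ctsb and Nfkb2 all 16 treated mice lie below the WTD median, and for Nlrp3 8 of 16 do.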

## 3. Discussion

Statins are often prescribed to hyperlipidemic patients to prevent the development or halt the progression of cardiovascular complications, while they are underprescribed in NAFLD-NASH patients, despite a large overlap in the clinical picture of the metabolic syndrome [24]. This underprescription is mostly due to safety concerns regarding liver function tests and hepatotoxicity, although comprehensive reviews have demonstrated that statins can be used safely for dyslipidemia management in these patients [24,25,26]. In the current study, we used APOE*3-Leiden mice to demonstrate that atorvastatin, one of the most-often prescribed statins in clinical practice [27], protects against development of diet-induced NASH, mainly by reducing hepatic inflammation and fibrosis. Furthermore, atorvastatin greatly reduced hepatic cholesterol levels, thereby protecting against the formation of hepatic cholesterol crystals—structures that promote inflammation by functioning as NLRP3 inflammasome ligands [21,23]. Analysis of hepatic gene expression further supported the effect of atorvastatin on regulatory pathways and upstream regulators involved in inflammation.

There is an emerging interest in how statins influence the development and progression of NAFLD-NASH, as is reflected by the rising number of clinical studies that have been done or are being carried out. Cholesterol-lowering interventions currently do not belong to the standard treatment approach, while emerging evidence advocates their beneficial effects in the context of NAFLD-NASH. Recent systematic reviews and meta-analyses demonstrate that in NAFLD-NASH patient populations, statins not only significantly improve total cholesterol levels [28] but also liver enzymes including ALT and AST [25,26,28]. Nevertheless, few prospective studies on this subject have been carried out and most have a short follow-up time (maximally one year), small study populations, and lack histologically confirmed diagnoses of the disease [8,29,30]. NAFLD-NASH is often diagnosed through imaging methods such as ultrasonography and magnetic resonance imaging, and while these methods are non-invasive and rapidly evolving, they are the less sensitive methods for the stratification between NAFLD and NASH [31]. The gold standard, hepatic biopsy, is an invasive method and accordingly, it is thought that the reported prevalence of NAFLD-NASH highly underestimates its true prevalence. Meta-analyses that looked in more detail at the effects of statins on hepatic complications in biopsy-confirmed NAFLD-NASH patients reported a significant improvement of their NAFLD activity score [25,28], which is a measure of steatosis, hepatocellular ballooning and lobular inflammation [32]. Improvement in the necro-inflammatory grade was also reported in a study on the effects of atorvastatin in 22 NASH patients [29] and a meta-analysis revealed significant reductions in necro-inflammation with statin intervention in a total of 40 NASH patients [25]. On the other hand, a prospective study in 101 biopsy-proven NASH patients did not report any ameliorative effects of statin intervention on liver histology, including steatosis, necro-inflammation or fibrosis after 18 months [33]. These large discrepancies in clinical trial data call for a more mechanistic approach to unravel the effects of cholesterol-lowering therapies like statins on the development and treatment of NAFLD-NASH.

Preclinical models are of great value in elucidating the molecular characteristics of NASH and fibrosis development. However, development of therapeutic interventions for the treatment of NAFLD-NASH has been hampered because these models do not respond to hyperlipidemic drugs with a lowering of plasma lipid concentrations, as seen in human NASH patients [10,11,13,34]. This makes these models less suitable for the evaluation of lipid-lowering interventions and their effects on NASH and fibrosis development. Therefore, we chose the APOE*3-Leiden mouse, a model that responds well to lipid-lowering therapeutics used in the clinic, including statins, with respect to their effects on plasma cholesterol and triglyceride levels [5,10,14,35], for example. In the current study, we used female WTD-fed APOE*3-Leiden mice, since they develop NASH and liver fibrosis [15,16,36] concomitantly with atherosclerosis [16,36,37] and respond well to statins [5,14,38]. However, each animal model has its limitations and for this particular model–diet combination, it is important to realize that the mice do not become obese, and the developed steatosis is primarily microvesicular steatosis resulting from increased hepatic cholesteryl ester concentrations, while their hepatic triglycerides were not elevated. Similarly, these mice do not develop insulin resistance [12], a characteristic that is observed in a subgroup of patients with metabolic syndrome. For a more translational obese and steatotic NASH model male, APOE*3-Leiden or APOE*3-Leiden.CETP mice fed a high fat and cholesterol (HFC) diet would have been more suitable. However, these male mice on HFC diets are less responsive to statins and less suitable to studying atherosclerosis development. Other preclinical model-diet combinations can be of great value for the investigation of pathogenic processes of NAFLD-NASH, yet are often less suitable for the evaluation of lipid-lowering interventions. Most of these models, including, for example, C57BL/6J mice, do not respond to statins in a similar way as most patients, with regard to the lowering of plasma cholesterol and triglycerides, which is the primary goal of statin intervention [39,40,41]. Due to the more human-like lipoprotein metabolism of the APOE*3-Leiden mouse model, these mice responded to statins in a way that corresponds to the large patient population, with a lowering of plasma cholesterol and triglyceride concentrations. The dosage used here is translational to the dosage used in human NASH patients and resulted in an average 30% reduction of total cholesterol levels, which is representative for a large group of patients in the mild-hyperlipidemic population [20]. To translate the dosage used in this study to human dosing, the following simplified calculation based on body surface area, as accepted by the FDA, can be used as a guide: (mouse dose/12.3)×human body weight [42]. Accordingly, 3.0–4.5 mg/kg/day of atorvastatin in mice corresponds to 20–30 mg/day for an 80-kg human. The effects of atorvastatin in this study were therefore achieved at a moderate dosage that was not hepatotoxic and was comparable to that used in the clinical setting.

The efficacy of statins in reducing atherosclerosis has been extensively described in the literature and has been confirmed in the WTD-fed APOE*3-Leiden mouse model [5,10,14,16]. In the present study, these ameliorative effects could mainly be attributed to the prevented formation of large and complex atherosclerotic lesions and increased overall plaque stability. At the hepatic level, the WTD-induced hypercholesterolemia resulted in increased liver weight, increases in plasma levels of liver damage marker ALT and AST, and increases in the plasma levels of the hepatic inflammation biomarker SAA, which all suggested liver damage. These parameters were all improved when the WTD was supplemented with atorvastatin, shifting liver weight, ALT, AST and SAA plasma concentrations towards levels observed in healthy, chow-fed mice. As previously indicated, improvement of plasma ALT and AST concentrations were in line with recent systematic reviews on the efficacy of statins for the treatment of NAFLD and NASH [25,26,28]. In the current study in APOE*3-Leiden mice, microscopic analysis revealed the positive effects of atorvastatin treatment on hepatic steatosis and inflammation. The improvement of hepatic fibrosis and fibrosis stage underline the potential of atorvastatin as a therapeutic agent for the management of NASH. Although the antisteatotic and antifibrotic effects of statins have been suggested before in other preclinical studies [43,44], we demonstrated the hepatoprotective potential of atorvastatin in a model that specifically develops NASH in conjunction with atherosclerosis and therefore shows high translatability to a broad population of NAFLD-NASH patients. In addition, the effects of statins on hepatic inflammation have not been studied in as much detail in the literature, and available data from clinical studies on the effects of statins on hepatic parameters in patients with biopsy-confirmed NAFLD-NASH are conflicting [29,33,45].

Further investigation concerning the effects of atorvastatin on inflammatory parameters revealed a reduction in the number of infiltrated macrophages and neutrophils, indicating that WTD-induced inflammation can be counteracted by atorvastatin. Moreover, since hepatic cholesterol concentrations exceeded physiological ranges in WTD-fed mice, free cholesterol accumulated in the form of crystals in hepatic cell membranes. Formation of hepatic cholesterol crystals is a phenomenon that is seen in patients with NASH, but not in patients with simple steatosis [46]. From a mechanistic perspective, in addition to the subcellular damage that cholesterol crystals may do by disrupting the integrity of intracellular structures, they are also recognized as triggers for inflammation via activation of the NLRP3 inflammasome [21,46]. As a result, cholesterol crystals stimulate production and maturation of the pro-inflammatory cytokines IL-1β and IL-18, thereby driving the progression from NAFLD into NASH [21,23,47]. A study that used human peripheral blood mononuclear cells from hyperlipidemic patients revealed a sharp rise in IL-1β activation upon stimulation with cholesterol crystals [48]. After these patients received statin treatment for eight weeks and the experiment was repeated, the response to cholesterol crystals was significantly lower than at baseline. Nevertheless, controversy on how statins affect NLRP3 inflammasome activation remains, since other papers propose that statins may promote IL-1β cleavage and activation [49], which is an effect that is mainly reported in studies that used simvastatin. Several studies suggest that the efficacy of statins on NLRP3 inflammasome activity may highly depend on the type of statin that is being used [50,51], which might be explained by differences in lipophilicity [52]. Little is known about the effects of statins on the NLRP3 inflammasome pathway activation in the context of NAFLD-NASH, and here we found that atorvastatin can limit activation of this pathway in the liver. Accordingly, hepatic protein levels of the effector pro-inflammatory cytokines IL-1β and IL-18 were significantly reduced in atorvastatin-treated mice. While we observed a 61% reduction in IL-1β levels, IL-18 levels were lowered by 26%, a difference that can be attributed to different regulatory mechanisms [53]. We infer that through its cholesterol-lowering properties, atorvastatin can prevent the formation of cholesterol crystals that serve as ligands for the NLRP3 inflammasome pathway and thereby can limit hepatic inflammation.

Further analysis revealed substantial changes in the hepatic lipidomics profile induced by WTD-feeding. A different study by Ooi et al. showed differences in the lipidomics profile of bariatric patients without NAFLD-NASH and with either NAFLD or NASH, and reported considerable changes in hepatic levels of various lipid species with increasing NAFLD-NASH severity [54]. Because no differences were found in the hepatic lipidomics profile of patients with NAFLD and patients with NASH, the authors suggest that changes in the hepatic lipidome likely present themselves in the early stages of NAFLD development. While a few studies have reported on changes in the hepatic lipid concentrations of healthy subjects when compared with NAFLD or NASH subjects, none of these studies make a clear distinction in which medication to use. Our data demonstrated that intervention with atorvastatin had significant normalizing effects on hepatic lipid concentrations. The APOE*3-Leiden mouse model on a WTD may be less suitable to evaluate the effects of atorvastatin on hepatic triglyceride content, since concentrations in chow-fed mice and WTD-fed mice were comparable (123.7 ± 19.3 in chow vs. 152.1 ± 11.3 nmol/g liver in WTD fed animals; which was not significant). At the transcriptional level, we discerned that atorvastatin downregulated the expression of genes involved in inflammatory pathways including TLR4, MyD88 and NFκB. The additional Ingenuity Pathway Analysis-predicted inhibition of other relevant genes in the NLRP3 inflammasome pathway by atorvastatin confirms the significance of atorvastatin in preventing an inflammatory response. Together, these data demonstrate in detail the beneficial effects of atorvastatin on hepatic lipid content as well as on hepatic inflammation.

In summary, we demonstrated that atorvastatin prevents development of hepatic steatosis, inflammation and fibrosis in APOE*3-Leiden mice, a model that develops atherosclerosis and NASH upon WTD-feeding. Additionally, we have shown that atorvastatin prevents the crystallization of free cholesterol in the liver, thereby averting activation of the NLRP3 inflammasome. All in all, the data in this study underline the anti-inflammatory properties of atorvastatin in the context of NASH and add to this knowledge by emphasizing its favorable effects on hepatic steatosis and fibrosis. Accordingly, atorvastatin intervention may be an attractive approach to reduce existing NAFLD and additional cardiovascular risk, and prevent progression into NASH in a broad population of dyslipidemic patients.

## 4. Materials and Methods

### 4.1. Animals and Experimental Design

The study was approved by the governmental central committee on animal experiments (AVD5010020172064) and the animal welfare body of The Netherlands Organization for Applied Scientific Research (IVD TNO; TNO-452/TNO-459) and was in compliance with European Community specifications regarding the use of laboratory animals. APOE*3-Leiden transgenic mice were housed and bred at the AAALAC-accredited SPF animal facility at TNO (TNO Leiden). Female animals were used for this study, since they develop NASH and liver fibrosis [15,16,36] concomitantly with atherosclerosis [16,36,37] and respond well to statins [5,14,38].

During this study, mice were group-housed in a temperature-controlled room (21 ± 2 °C) on a 12 h light-dark cycle at 50–60% humidity and had free access to heat-sterilized tap water and food. Body weight, food intake (per cage) and clinical signs were monitored regularly. The number of animals per group was calculated a priori with a power analysis using GPower3.1, based on a minimal effect size of 50%, standard deviation of 50% and using a one-sided test with a 95% confidence interval and power of 0.85. Female APOE*3-Leiden mice (8–14 weeks old) were fed a semi-synthetic Western-type diet (WTD) which contained, among other ingredients, 15% (*w*/*w*) cocoa butter, 40.5% (*w*/*w*) sucrose and 1% (*w*/*w*) cholesterol (Ssniff Spezialdiäten GmbH, Soest, Germany) for a run-in period of three weeks. Hereafter, at t = 0, mice were matched for age, body weight and 4 h-fasted plasma cholesterol and triglycerides into two groups of *n* = 16 each. From baseline (t = 0) onward, one of these two WTD-fed groups was provided 3.0 mg/kg/day atorvastatin (Lipitor pills, obtained from the Leiden University Medical Center pharmacy) as admixture to the diet. At t = 5 weeks, the atorvastatin dose was increased to 4.5 mg/kg body weight/day to obtain a 30% decrease in total cholesterol levels, as is representative for a large group of patients in the mild-hyperlipidemic population [20]. Atorvastatin was selected because of its broad dosing window and the absence of hepatotoxic effects within these dosages [14,19,35]. At t = 22 weeks, the WTD was supplemented with 0.05% (*w*/*w*) sodium cholate (Ssniff Spezialdiäten GmbH, Soest, Germany) to further raise plasma cholesterol levels. Mice continued on this diet for another ten weeks to further increase hepatic fibrosis and atherosclerosis development. At t = 32 weeks, animals were sacrificed by CO_2_ asphyxiation, terminal blood was collected through heart puncture, and livers, hearts and aortic roots were fixed in formalin or snap-frozen in liquid nitrogen. In addition to the two WTD-fed groups, a group of ten mice that were kept on a maintenance chow diet (Ssniff Spezialdiäten) was included as healthy reference.

### 4.2. Biochemical Analyses in Plasma and Liver Tissue

Every 2–3 weeks, blood samples for analysis of plasma parameters were collected from the tail vein into EDTA-coated tubes (Sardtedt, Nümbrecht, Germany) after a 4-h fasting period. Plasma total cholesterol (TC) and triglycerides (TG) were determined using enzymatic colorimetric assays (Roche Diagnostics, Almere, The Netherlands). Total cholesterol exposure was expressed as mM cholesterol multiplied by the duration of the study in weeks. Plasma aspartate transaminase (AST) and alanine transaminase (ALT) levels were determined by reflectance photometry using a Reflotron^®^ Plus analyzer (Hoffman-La Roche, Mannheim, Germany). Enzyme-linked immunosorbent assays (ELISAs) were used to determine plasma levels of serum amyloid A (SAA, #KMA0021; Thermo Fisher Scientific, Waltham, MA, USA) and hepatic levels of interleukin (IL)-1β (ab197742; Abcam, Cambridge, UK) and IL-18 (ab216165; Abcam). Hereto, liver tissue samples were homogenized in lysis buffer containing Tris-HCl pH 7.4, 150 mmol/L NaCl, 5 mmol/L CaCl_2_ (*v*/*v*), 1% Triton X-100 and cOmplete^TM^ mini protease inhibitor cocktail (Roche Diagnostics) and centrifuged for 30 min at 4 °C, 16,200× *g*, after which the supernatant was used for analysis. All procedures were carried out in accordance with the manufacturer’s protocols. For hepatic cholesterol analysis, liver tissue samples were homogenized in phosphate-buffered saline and lipids were extracted and measured as described previously [55,56].

### 4.3. Histological Assessment of NASH

Livers were fixed in 4% paraformaldehyde, embedded in paraffin and cross-sectioned (3 µm). Sections were stained with hematoxylin-eosin (H&E) and Sirius Red (SR) and scored blindly by a board-certified pathologist for NASH. In short, steatosis and inflammation were scored in two H&E-stained liver slides per mouse using an adapted grading system of human NASH [32,57]. Steatosis was determined by analyzing hepatocellular vacuolization and hepatocellular hypertrophy relative to the total liver area analyzed. Inflammation was scored by counting the number of aggregates of inflammatory cells per field using a 100× magnification (view size of 4.2 mm^2^). The averages of five random non-overlapping fields were taken and values were expressed per mm^2^. The development of hepatic fibrosis was assessed blindly by a board-certified pathologist using SR-stained slides to quantify the percentage of perisinusoidal fibrosis (expressed as the percentage of perisinusoidal fibrosis relative to the total perisinusoidal area). The stage of hepatic fibrosis was evaluated using an adapted scoring protocol by Tiniakos et al. [58], where F0 indicates absence of fibrosis, F1 fibrosis observed in perisinusoidal/perivenular or periportal area, F2 fibrosis within both perisinusoidal and periportal areas, F3 bridging fibrosis and F4 cirrhosis. To evaluate the presence of birefringent cholesterol crystals, frozen liver sections were formalin-fixed and stained with H&E and examined by bright-field microscopy with or without a polarizing filter as described previously [15].

### 4.4. Histological Assessment of Atherosclerosis

A histological assessment of atherosclerosis was done as previously described [59,60]. In short, formalin-fixed aortic roots were embedded in paraffin and serial cross-sections of the entire aortic root area (5 µm thick with 50 µm intervals) were mounted on slides and stained with hematoxylin-phloxine-saffron (HPS). Per mouse, four sections at 50 µm intervals were used for the assessment of atherosclerotic lesions using an Aperio AT2 slide scanner (Leica Biosystems, Amsterdam, The Netherlands). Lesions were classified into five categories according to the American Heart Association classification: (I) early fatty streak, (II) regular fatty streak, (III) mild plaque, (IV) moderate plaque, and (V) severe plaque [19,60]. Smooth muscle cell (SMC) and macrophage content of type IV and V lesions was assessed by ImageJ software (version 1.48; NIH) and customized macros after double immunostaining with anti-α-smooth muscle actin (PROGEN Biotechnik GmbH, Heidelberg, Germany) for SMCs, and anti-mouse LAMP2 (M3/84) (MA5-17861; Invitrogen, Waltham, MA, USA) for macrophages. Anti-α-smooth muscle actin was labeled with Vina green (Biocare Medical, Pacheco, CA, USA) and LAMP2 with DAB (Vector Laboratories, Burlingame, CA, USA). After slides were scanned and analyzed, cover slips were detached overnight in xylene and an SR staining for collagen was performed. Collagen content and necrotic core content (including cholesterol clefts) were analyzed using ImageJ in SR-stained slides. Plaque stability index, calculated by dividing the sum of SMC and collagen content (i.e., as stabilizing factors) by the sum of macrophage and necrotic core content (i.e., as destabilizing factors) was calculated as described previously [16,19,35].

### 4.5. Immunohistochemistry

Paraffin-embedded hepatic cross-sections (3 µm) were used for immunohistochemical analysis of markers of inflammation. Sections were deparaffinized in xylene, followed by endogenous peroxidase blockage with 0.03% H_2_O_2_ in methanol for 20 min and subsequent rehydration in graded concentrations of ethanol/water. Epitope retrieval was performed at 97 °C for 20 min at pH 6.0 by using the Dako PT Link (Agilent Technologies, Amstelveen, The Netherlands), followed by blocking in a buffer containing 5% normal goat serum (NGS) in PBS. Primary antibody incubation in 1% normal goat serum in PBS took place overnight at 4 °C, after which the sections were washed with 0.05% (*v*/*v*) Tween-20 in PBS and incubated with the horseradish peroxidase (HRP)-conjugated secondary antibodies in 1% (*v*/*v*) NGS in PBS for 1 h at room temperature. HRP activity was visualized using 3,3′-diaminobenzidine (DAB; Vector Laboratories), after which slides were dehydrated, counterstained with hematoxylin (Sigma-Aldrich, St. Louis, MO, USA) and mounted using a Leica CV5030 Fully Automated Glass Coverslipper (Leica Biosystems, Amsterdam, The Netherlands). Imaging was done with the Aperio AT2 imaging system (Leica Biosystems) at 20× magnification. For CD68 staining, a rabbit polyclonal anti-mouse antibody (ab125212-1:200 *v*/*v*; Abcam, Cambridge, UK) and HRP-conjugated goat anti-rabbit secondary antibody (ab97080-1:400 *v*/*v*; Abcam) were used. The same secondary antibody was used for visualization of myeloperoxidase (MPO, ab9535-1:100 *v*/*v*; Abcam). For immunohistochemical staining of Ly-6C and Ly-6G, a monoclonal rat anti-mouse antibody (#550291-1:100 *v/v;* BD Biosciences, Vianen, The Netherlands) was combined with an HRP-conjugated goat anti-rat secondary antibody (ab97057, 1:800 *v/v;* Abcam). For staining of hepatic NLRP3, a rabbit polyclonal anti-mouse antibody (#PA-79740-1:200, *v*/*v*, Invitrogen, Waltham, MA, USA) and HRP-conjugated goat anti-rabbit secondary antibody (ab205718-1:1000; Abcam) were used. Quantification was performed in ImageJ (version 1.48, NIH) with customized macros, for which two cross-sections per mouse were evaluated at 20× magnification and the positively stained area was determined in five non-overlapping fields (view size 1.0 mm^2^).

### 4.6. Hepatic Lipidomic Analysis

Hepatic lipidomic analysis in snap-frozen liver tissue was performed as previously described in detail [61,62]. Briefly, the commercial Lipidyzer platform was used, which employs differential mobility spectrometry (DMS) on a Sciex 5500 QTrap mass spectrometer that is equipped with SelexIon technology. The Shotgun Lipidomics Assistant (SLA), an open-source application that analyzes DMS lipidomics data to generate quantitative results, was used to perform data normalization and concentrations were expressed as nmol/mg liver.

### 4.7. Gene Expression and Pathway Analysis

Transcriptomics analysis by Next Generation Sequencing was performed as described previously [63]. In short, total RNA was isolated from snap-frozen liver tissue using the RNA-Bee total-RNA isolation kit (Bio-Connect, Huissen, The Netherlands) and was purified with NucleoSpin RNA Clean-up (Macherey-Nagel, Düren, Germany). RNA concentrations were determined by Nanodrop 1000 (Isogen Life Science, De Meern, The Netherlands) and RNA quality was evaluated with 2100 Bioanalyzer (Agilent Technologies). Isolated RNA was used for generation of strand-specific mRNA-seq libraries for next-generation sequencing at GenomeScan B.V. (Leiden, The Netherlands). The NEBNext Ultra II Directional RNA Library Prep Kit (NEB #E7760S/L, New England Biolabs, Ipswich, MA, USA) was used to process the samples. Briefly, mRNA was isolated from total RNA using the oligo-dT magnetic beads. After fragmentation of the mRNA, cDNA synthesis was performed and ligated with the sequencing adapters and amplified by PCR. Quality and yield of the amplicon was measured (Fragment Analyzer, Agilent Technologies) and was as expected (broad peak between 300–500 bp), and a concentration of 1.1 nM of amplicon-library DNA was used. Clustering and DNA sequencing using the Illumina NovaSeq6000, was performed according to the manufacturer’s protocols of the service provider GenomeScan B.V., yielding 20–40 million sequencing clusters per sample and 2 × 150 bp Paired-End reads (PE) per cluster. The genome reference and annotation file Mus_musculus.GRCm38.gencode.vM19 was used for analysis. The reads were aligned to the reference sequence using the STAR 2.5.3a algorithm accessed on 17 March 2017 with default settings (https://github.com/alexdobin/STAR). Based on the mapped read locations and the gene annotation, HTSeq-count version 0.6.1p1 was used to count how often a read is mapped on the transcript region. These counts served as input for the statistical analysis using DEseq2 package 4. Selected differentially expressed genes (DEGs), corrected for multiple testing, were used as an input for pathway analysis (Padj < 0.01) through Ingenuity Pathway Analysis suite (IPA, Ingenuity Systems Inc., Redwood City, CA, USA, www.ingenuity.com, accessed February 2022) to identify differentially expressed pathways and upstream regulators. IPA determines the activation state of transcription factors based on the observed differential gene expression where *z*-scores greater than 2 indicate enhanced activity and *z*-scores less than −2 indicate reduced activity of upstream regulators [63]. The *p*-values indicate the significance of gene enrichment of these upstream regulators. The gene expression dataset of this study is accessible via Gene Expression Omnibus (GEO), accession number GSE229188.

### 4.8. Statistical Analysis

Data are presented as mean ± standard error of the mean (SEM). Differences between groups were determined by means of non-parametric Kruskal–Wallis testing, followed by Mann–Whitney U testing for independent samples. SPSS software (version 25; IBM Corp., Armonk, NY, USA) was used and a *p*-value < 0.05 was considered statistically significant. Two-tailed *p*-values were used. IPA analysis to determine differentially expressed genes were based on Fisher’s exact test (*p* = 0.01).

## Figures and Tables

**Figure 1:**
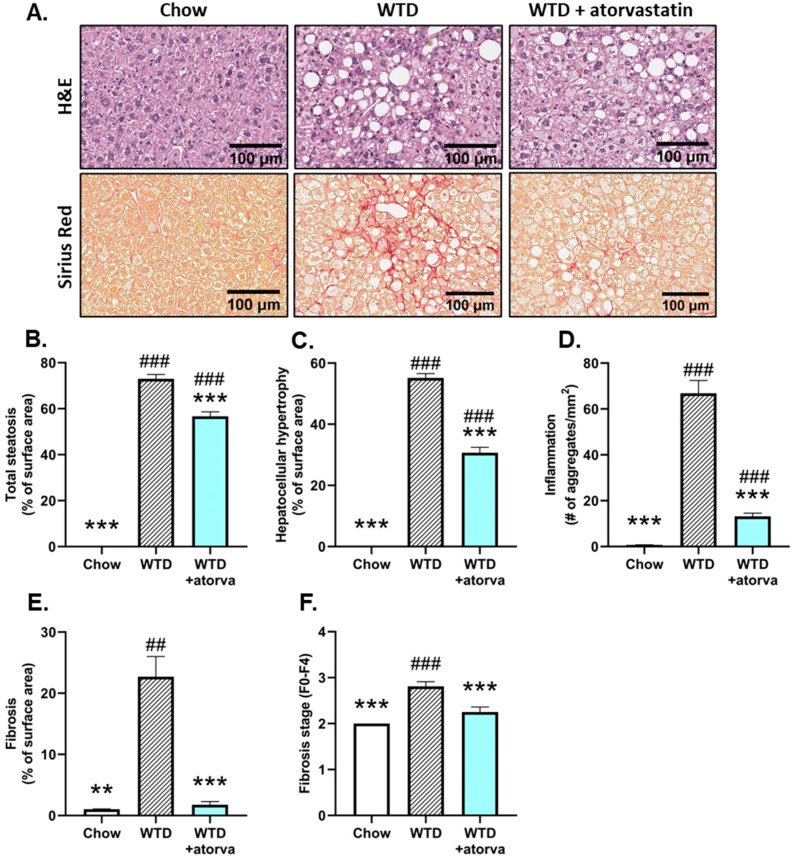
Histological photomicrographs and quantitative analysis of NASH parameters. APOE*3-Leiden mice were fed a Western-type diet (WTD) with (*n* = 16) or without (*n* = 16) atorvastatin admix for 32 weeks. Chow-fed mice (*n* = 10) were included as a healthy reference. Representative histological photomicrographs of H&E-stained and Sirius Red-stained liver cross-sections (**A**). Total steatosis (**B**) and hepatocellular hypertrophy (**C**) as percentage of surface area, number of inflammatory foci per mm^2^ microscopic field (**D**), fibrosis as percentage of surface area (**E**) and fibrosis stage (F0–F4) (**F**) were determined at the study endpoint (t = 32 weeks) and are presented as mean ± SEM. ** *p* < 0.01, *** *p* < 0.001 vs. WTD. ## *p* < 0.01, ### *p* < 0.001 vs. chow.

**Figure 2:**
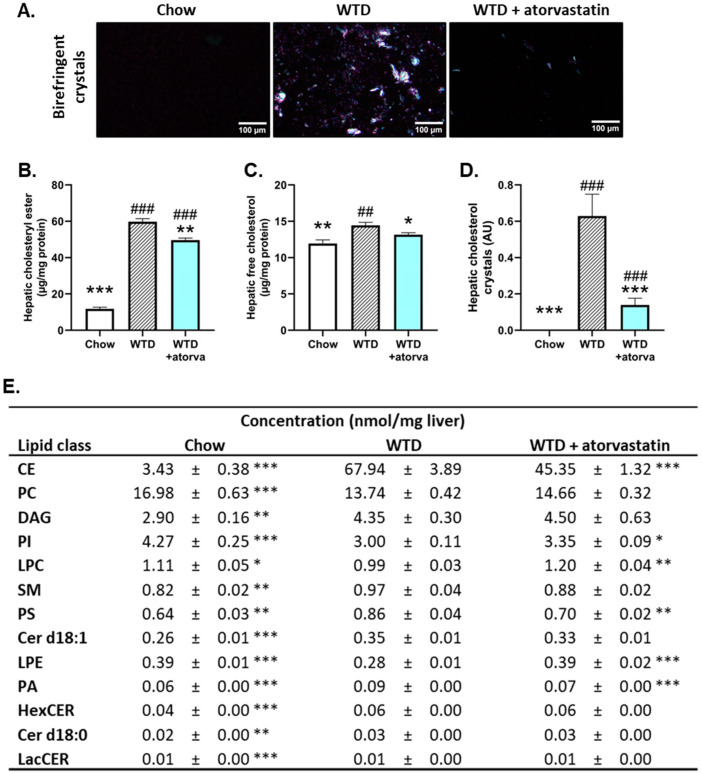
Atorvastatin decreases hepatic cholesterol content and strongly reduces formation of cholesterol crystals in the liver. APOE*3-Leiden mice were fed a Western-type diet (WTD) with (*n* = 16) or without (*n* = 16) atorvastatin admix for 32 weeks. Chow-fed mice (*n* = 10) were included as a healthy reference. Representative photomicrographs of liver cryosections showing birefringent cholesterol crystals (**A**). Hepatic cholesteryl ester (**B**), free cholesterol (**C**), cholesterol crystal content (**D**) and hepatic concentrations of lipid species that were significantly altered in WTD-fed mice compared to chow-fed mice (**E**) were determined at the study endpoint (t = 32 weeks) and are presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 vs. WTD; ## *p* < 0.01; ### *p* < 0.001 vs. chow. CE, cholesteryl ester; Cer, ceramide; DAG, diglyceride/diacylglycerol; HexCER, hexosylceramide; LacCer, lactosylceramide; LPC, lysophosphatidylcholine; LPE, lysophosphatidylethanolamine; PA, phosphatidic acid; PC, phosphatidylcholine; PI, phosphatidylinositol; PS, phosphatidylserine; SM, sphingomyelin.

**Figure 3:**
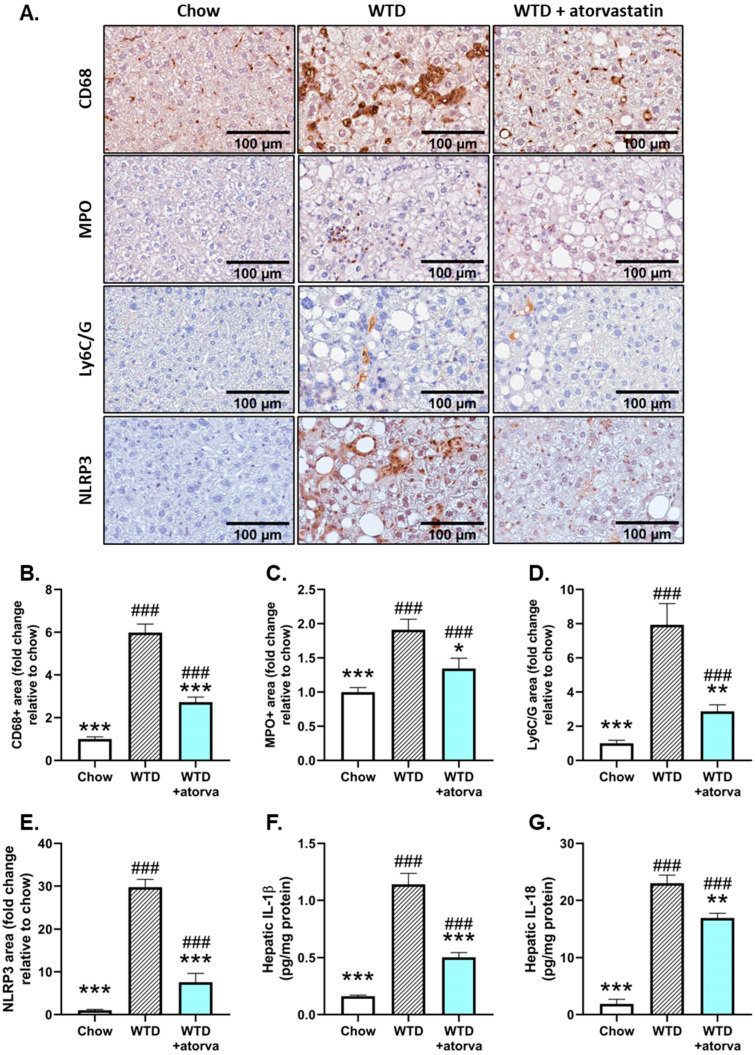
Atorvastatin ameliorates inflammatory cell infiltration and NLRP3 inflammasome activation in the liver. APOE*3-Leiden mice were fed a Western-type diet (WTD) with (*n* = 16) or without (*n* = 16) atorvastatin admix for 32 weeks. Chow-fed mice (*n* = 10) were included as a healthy reference. Histological photomicrographs of liver cross-sections stained for CD68, myeloperoxidase (MPO) Ly6C/G and NLRP3 (**A**). Liver CD68, MPO, Ly6C/G and NLRP3 content as measured by percent positive area and expressed as a fold-change relative to chow (**B**–**E**, respectively) and hepatic protein levels of IL-1β (**F**) and IL-18 (**G**) measured by ELISA at the study endpoint (t = 32 weeks). Data are presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. WTD. ### *p* < 0.001 vs. chow.

**Figure 4:**
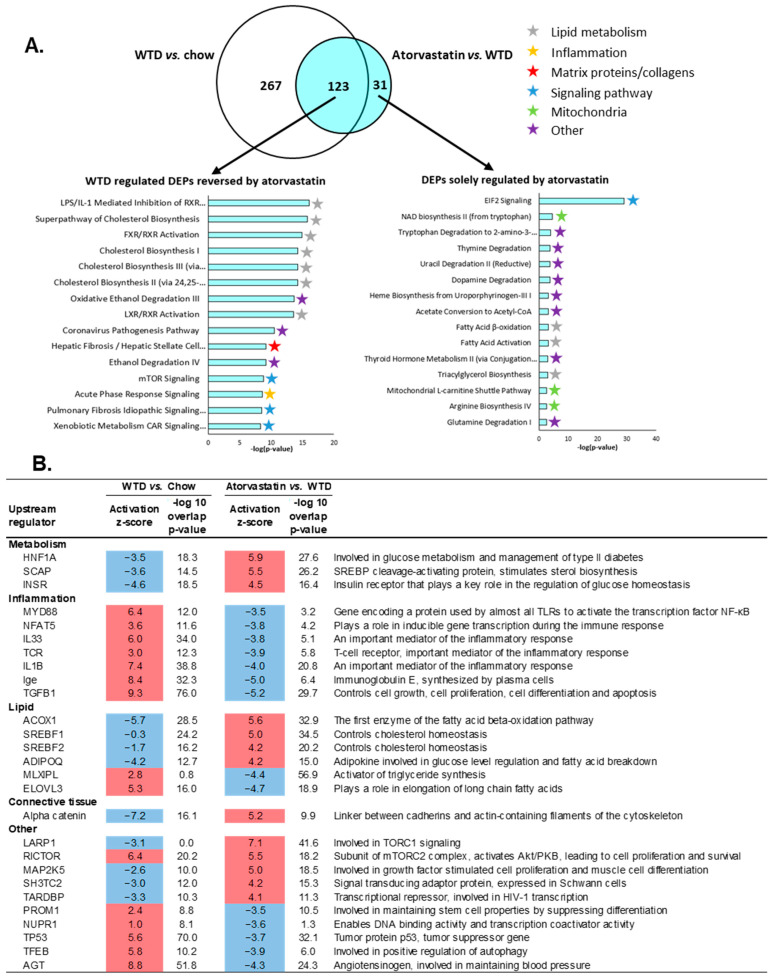

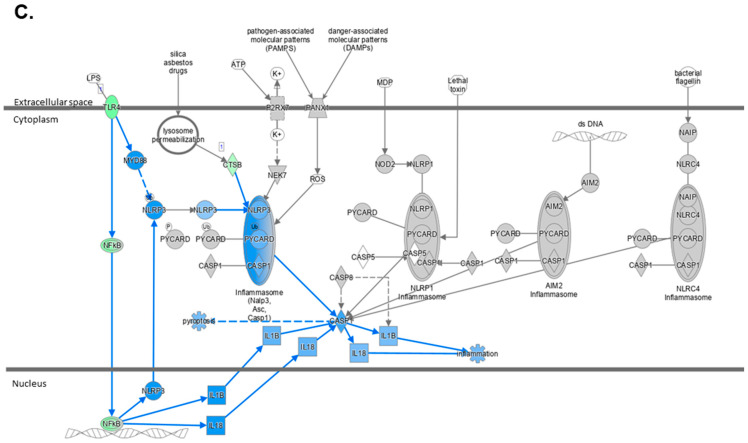
Atorvastatin improves the hepatic transcriptome profile of WTD-fed APOE*3-Leiden mice. APOE*3-Leiden mice were fed a Western-type diet (WTD) with (*n* = 16) or without (*n* = 16) atorvastatin admix for 32 weeks. Chow-fed mice (*n* = 10) were included as a healthy reference. (**A**) Venn diagram illustrating the overlap of differentially expressed pathways, with the white circle representing WTD vs. chow-fed mice and the blue circle indicating atorvastatin-treated mice vs. WTD without treatment. The top 15 most significantly enriched pathways for pathways reversed by atorvastatin and the top 15 pathways solely regulated by atorvastatin are shown. (**B**) Upstream regulator analysis showing the predicted activation state of transcription factors/master regulators, expressed as z-score. The overlap *p*-value indicates significant enrichment of genes downstream of an upstream regulator and a *p*-value < 0.01 was considered statistically significant. Upregulation is indicated with red color and downregulation with blue color. Ranking is based on z-scores from the largest upregulation to largest downregulation by atorvastatin by category. (**C**) Hepatic gene expression changes in mice on WTD supplemented with atorvastatin vs. WTD alone where green color indicates decreased measurement of RNA levels and blue color indicates model-predicted inhibition.

**Table 1:** Metabolic risk factors at the study endpoint.

	Chow	WTD	WTD + Atorvastatin
Body weight (g)	25.9 ± 0.8	25.9 ± 0.3	25.5 ± 0.5
Food intake (kCal/mouse/day)	12.7 ± 0.2 ***	11.3 ± 0.2	11.4 ± 0.1
Plasma cholesterol (mM)	2.4 ± 0.1 ***	27.8 ± 1.6	15.8 ± 0.7 ***
Plasma triglycerides (mM)	2.6 ± 0.2 **	5.0 ± 0.4	2.8 ± 0.2 ***
Liver weight (g)	1.3 ± 0.1 ***	2.5 ± 0.1	1.8 ± 0.1 ***
Plasma alanine transaminase (U/L)	50.8 ± 6.0 ***	283.2 ± 21.1	143.8 ± 16.5 ***
Plasma aspartate transaminase (U/L)	110.2 ± 14.9 ***	782.8 ± 48.2	521.2 ± 59.0 **
Plasma serum amyloid A (µg/mL)	11.6 ± 0.4 ***	23.6 ± 1.6	13.7 ± 0.9 ***

Data were determined at the study endpoint (t = 32 weeks) and are presented as mean ± SEM for *n* = 10 mice on chow, *n* = 16 mice on Western type diet (WTD) and *n* = 16 mice on WTD supplemented with atorvastatin. ** *p* < 0.01, *** *p* < 0.001 vs. WTD.

## Data Availability

The data presented in this study are available in this article and the accompanying Supplementary Material. The mouse gene expression dataset used for transcriptomics analysis is publicly available via Gene Expression Omnibus, accession number GSE229188.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24097818/s1.

How the deposited data were processed for this re-analysis (not part of the article)

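Liver RNA was measured by bulk RNA sequencing in 42 female APOE*3-Leiden mice, 10 on chow, 16 on WTD and 16 on WTD with atorvastatin, with 1 library per mouse. The authors aligned the read pairs to GRCm38 with STAR, and the deposited unit is the count, the number of read pairs that HTSeq-count assigned to a gene, without normalization or filtering. The values are whole numbers for 54446 genes, and the table of all mice is identical to the 42 single tables. No column of the table belonged to any other sample. The summary lines that HTSeq-count adds were left out of all totals and tests. Relative to all counted read pairs, those in no annotated gene were 2.28% on average (2.00% to 2.78% per mouse), those ambiguous between genes 5.95% (5.43% to 6.57%) and those aligned to more than 1 place 4.68% (4.07% to 5.36%). The line for unaligned read pairs was 0 in each mouse. Gene symbols, positions and lengths came from the GENCODE vM21 annotation of GRCm38, in which 54409 of the 54446 gene identifiers were found without their version number.

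Counts on genes had a median of 19421089.5 per mouse over all groups. The 20 most abundant genes took 21.9% of all counts. The number of different molecules in a library was judged from genes at 1 to 2 CPM in the mouse's own group. The share of these genes without any count was compared between libraries, and it did not follow the total count (Spearman rho 0.069 over the 42 libraries). No 2 libraries of the same group were duplicates, and pairs from different groups were not compared.

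The comparisons were WTD with chow, WTD with atorvastatin with WTD, and WTD with atorvastatin with chow. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. All 42 mice entered the fit with robust estimation, without covariates since no batch is given. The paper states that mice were housed in groups and that atorvastatin was mixed into the diet. No cage is given for a mouse, so each test, split and permutation treats the mice as independent. Mice that shared a cage may be more alike, which could not be tested. P values were adjusted by the method of Benjamini and Hochberg over all tested genes, and those under 0.01 were called. CPM use TMM-scaled library sizes. A fold change of a gene with few counts depends on the model's prior.

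Pathways were the mouse Reactome sets in fgsea 1.28.0 with 10 to 500 tested genes. The 28 gene lists were written in part from the pathway names in Figure 4 and in part from known markers of liver cell types and other known genes, and they were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, correlation 0.01). P values of the 84 list tests were adjusted together. The lists hold cholesterol biosynthesis, other SREBP2 targets, bile acids, LXR targets, fibrosis, acute phase response, ethanol degradation, CAR, ribosomal proteins, fatty acid oxidation, tryptophan and pyrimidine degradation, triacylglycerol biosynthesis, the NLRP3 arm, the other inflammasome arms and upstream regulators. The cell type lists cover hepatocytes, macrophages, Kupffer cells, lipid-associated macrophages, neutrophils, monocytes, T cells, B cells, sinusoidal endothelium and cholangiocytes, and the last lists are proliferation and the circadian clock.

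The genes named in the text follow a rule set with the tests and their alternatives before the data were examined. It takes every gene named in sections 2.4 and 2.5 and in Figure 4B and 4C, and a fixed list of genes of sterol metabolism, fibrosis, acute phase response and macrophages. It adds the 3 genes with the smallest p in each list and comparison. Last come the 5 largest rises and the 5 largest falls per comparison among called genes with a mean count of at least 100. Some genes that the rule takes are not reported here.

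The alternatives were DESeq2 1.42.0, limma-voom with sample quality weights, RLE and upper-quartile normalization, no filter, at least 10 counts in every mouse, no robust estimation, no 20 most abundant genes, only the 2 groups compared, an adjusted p under 0.05, an added log2 fold change of at least 1, adjusted pathway p values, fry, groups of 8 WTD-fed mice for each comparison and leaving out each mouse. Chosen after the data were seen were a score of clock genes as a covariate, leaving out the 9 libraries that lacked over 20% of the weakly expressed genes, the share of such genes as a covariate, and camera with an estimated correlation. Group labels were also redrawn, with 100 splits per comparison including the real one. Relations between mice used permutation tests with 100000 permutations.

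The methods were tested on simulated data with 15574 genes, each drawn independently, and the real group sizes. Of 200 genes changed by 1 on the log2 scale between simulated WTD and chow, 156 were called, with 0 unchanged genes called. Of 100 genes changed between simulated treatment and WTD, 81 were called, with 1 unchanged gene. The pathway given a simulated change ranked 1.

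Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Upstream regulator z-scores and pathway predictions of IPA, plasma values, histology and protein levels were not analysed here.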

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

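Of the tests in this part, most were chosen only after the result was seen. Set beforehand were the other splits of the mice, leaving out single mice and limma-voom. The first 13 results are single chow-fed mice far from the other 9 of their group. Among the 84 results looked at, about 4.2 would be so by chance. They fall on 5 mice, and 9 are genes in CPM, of which 8 stand out on the log2 scale as well. The limit used is that for groups of 10, so the groups of 16 were not judged by it. Among WTD-fed mice, Gen20 had the highest mean log2 CPM of hepatocyte markers (11.79, others 10.72 to 11.32). It also had the lowest mean of the fibrosis genes (5.32, others 5.91 to 6.55). Whether Gen20 was mislabelled was not tested.

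The mouse AZ10 had 35411000 counts on genes, against 17202000 to 24316000 in the other chow-fed mice. Depth of this 1 library is no driver of the WTD comparison, as 5106 DEGs were called without AZ10. In AZ4 mitochondrial transcripts made up 4.98% of counts, against 3.68% to 4.36% in the others. Without AZ4, 5123 DEGs were called between WTD-fed and chow-fed mice. No biological explanation was tested for either mouse.

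AZ1 had the highest levels of Acta2 (44.1 CPM, others 3.84 to 11.1), Vim (86.0, others 42.7 to 63.9), Ubd (3.57, others 0 to 1.90) and Lpl (170.9, others 25.2 to 57.1). A candidate explanation is smooth muscle or connective tissue in the piece of liver sampled. All 6 tested smooth muscle genes were highest in AZ1, by a median log2 difference of 1.63, while 10.6% of all tested genes were highest there. The list was written after the values of Acta2 were seen, so this remains a hypothesis. Of 2 fat tissue genes 1 was highest in AZ1, and no pancreas gene was expressed enough to be tested. The mouse decides the value of Acta2 between WTD-fed and chow-fed mice, which was -0.50 with AZ1 and 0.025 without it.

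AZ2 had the lowest mean log2 CPM of the fibrosis genes (3.47, others 4.02 to 4.64) and of the macrophage genes (3.34, others 4.20 to 4.64). It also had the highest Cyp3a16 (241.4 CPM, others 8.86 to 130.5) and Sult2a3 (70.0, others 1.41 to 17.9). This library missed 60.4% of weakly expressed genes, the most of all mice. Few different molecules in the library may account for the low macrophage genes, since 144 of 1000 draws of genes of like level were as low in AZ2. For the fibrosis genes 13 of 1000 draws were as low, which argues against this explanation. A mislabelled mouse is excluded, because AZ2 lay nearer the chow mean at 97.1% of the 450 genes that part the other chow-fed mice from WTD-fed mice. A real difference of this mouse stays open and was not tested. Without AZ2 the log2 fold change of Sult2a3 between WTD-fed and chow-fed mice was -1.13, against -1.92 with it. Over the 42 fits that each left out 1 mouse it ranged from -3.50 to -1.13, and 1 fit called it.

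AZ5 had the highest Col1a1 (80.9 CPM, others 15.1 to 42.7), Saa1 (217.2, others 30.4 to 81.6) and Saa2 (86.1, others 19.2 to 41.4). AZ5 lay nearer the chow mean at 88.7% of 468 genes, so a mislabelled mouse is excluded here too. Of the 23 acute phase genes 15 were highest in AZ5, by a median log2 difference of 0.40 for the list. The library of AZ5 missed 46.7% of the weakly expressed genes. Of 1000 draws of genes of like level 0 were as high in AZ5 as the acute phase genes, so a library with few molecules is excluded for this list, while for Col1a1 it was not tested. The means of the macrophage genes (4.24) and of the fibrosis genes (4.02) in AZ5 lay within the range of the other chow-fed mice, and the cause stays open. Without AZ5 the rise on WTD was 2.10 for Saa1, 2.23 for Saa2 and 3.77 for Col1a1 on the log2 scale.

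The other 2 results are signals that the paper does not discuss. Cyp3a41b had the largest rise of the called genes with atorvastatin, with a log2 fold change of 4.88 (adjusted p = 3.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 15 of 16 treated mice than the WTD median. Cyp3a16, Cyp3a41a and Cyp3a44 rose with it, by 3.86, 3.60 and 3.27. With limma-voom Cyp3a41b had a log2 fold change of 4.69 and was not called (adjusted p = 0.029, range 2.4e-09 to 0.029 over 11 alternatives). Cyp3a16 and Cyp3a44 were not called by limma-voom either (adjusted p = 0.082 and 0.0105), and Cyp3a41a was. These genes are near-identical, so reads can move between them. The summed CPM of the 4 genes rose by 3.48 on the log2 scale (two-sided permutation p = 2e-05, the smallest that 100000 permutations can give). Movement of reads within the 4 genes cannot raise their sum, so it is excluded as the whole cause. The median sum was 226.7 on chow, 6.77 on WTD and 114.8 with atorvastatin, with 12 treated mice above every WTD-fed mouse. An effect of treatment on these genes stays open as a hypothesis.

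Between atorvastatin-treated and chow-fed mice, a comparison the paper does not report, 3893 genes were DEGs, 2219 higher and 1674 lower. Of 100 splits of these 26 mice, 1 gave as many, the real one, and the largest number in another split was 198. Diet and treatment differ together here, so the comparison does not separate them.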

How the results depend on the processing

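The clock covariate, the setting without the 9 libraries that lacked many weakly expressed genes, the share of these genes as a covariate and the estimated correlation were chosen only after results were seen. No paired analysis was possible because the groups share no mice. Where no cause is given, the cause was not tested.

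Leaving out single mice is not part of the totals that follow. Of 146 counts and correlations under the alternatives set beforehand, 129 stayed within 1.5 times the value or within its spread, and 17 moved. Of 1312 values of named genes 1257 kept direction and call, 18 lost and 34 gained a call and 3 turned. Of 558 list values 531 kept both, 10 lost and 10 gained a call and 7 turned.

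Requiring an absolute log2 fold change of at least 1 left 2151 DEGs on WTD, 100 with atorvastatin, 1288 between atorvastatin and chow, 86 reversed genes, 16 Reactome pathways with atorvastatin and 11 in both, since this threshold is stricter. An adjusted p under 0.05 gave 2021 DEGs with atorvastatin and 1554 reversed genes, by its construction. Limma-voom called 3118 genes with atorvastatin, 2368 reversed genes, 83 Reactome pathways with atorvastatin, 40 in both and 5 NLRP3 genes, and the cause was not tested. Without the 9 libraries 1664 genes were called with atorvastatin and 1351 were reversed. With the clock score as a covariate 1 NLRP3 gene was called. Separate groups of 8 WTD-fed mice gave 373.5 reversed genes and an r of -0.467, with fewer mice per comparison. Without a filter r was -0.474, with 26492 genes tested. With the correlation estimated for each list 22 of 84 list tests passed.

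Across the 42 fits that each left out 1 mouse, DEGs on WTD ranged from 4952 to 5384, those with atorvastatin from 913 (without Gen35) to 1575 (without Gen20) and reversed genes from 732 to 1275. Reactome pathways in both ranged from 19 to 41 (without Gen20) and NLRP3 genes from 1 (without Gen17) to 3 (without Gen20).

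Lists and genes near 0 changed direction. With at least 10 counts in every mouse the acute phase list was 0.027 on WTD and the other inflammasome arms -0.21 with atorvastatin. With limma-voom the medians with atorvastatin were 0.052 for LXR targets, 0.096 for Kupffer cell and -0.10 for B cell markers. The clock list on WTD was then -0.29, and single genes were Acta2 0.11 on WTD, and Rela 0.011 and Ly6c2 0.096 with atorvastatin. Without a filter LXR targets were 0.0040. With the clock covariate the clock list on WTD was -0.27, and without the 9 libraries it was -0.25. Without these libraries LXR targets with atorvastatin were 0.027, the acute phase list 0.011, other inflammasome arms -0.028, Il1b -0.24, Rela 0.022, Acta2 -0.15 and Ly6c2 0.063. With the share as a covariate LXR targets were 0.010, other inflammasome arms -0.079, B cell markers -0.032 and Rela 0.014. The acute phase list with atorvastatin was no longer past the threshold with limma-voom (-0.0040), with fry and an estimated correlation (both -0.043) and with the share as a covariate (-0.030).

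Among the fits that each left out 1 mouse, medians on WTD ranged from -1.18 to 0.23 (without AZ1) for B cell markers and from -0.13 (without Gen10) to 0.36 for the clock list. With atorvastatin they ranged from -0.022 to 0.037 (without Gen20) for LXR targets, from -0.25 to 0.052 (without Gen19) for Kupffer cell markers and from -0.019 (without Gen37) to 0.26 for B cell markers. Of single genes with atorvastatin, Il1b ranged from -0.027 (without Gen29) to 0.27, Nlrp3 from -0.16 to 0.0019 (without Gen14) and Ly6c2 from -0.25 to 0.045 (without Gen10). Acta2 on WTD ranged from -0.60 to 0.025 (without AZ1).

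Depth limits the genes with few counts, and libraries that captured few molecules limit them further.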

Differences from the paper's values

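The numbers of mice are those that the paper states. Numbers of pathways were not compared, because the paper's come from IPA. The settings chosen only after results were seen are named as such.

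The paper states that most pathways changed by atorvastatin were among those changed by the WTD. With Reactome 23 of 53 were, which is 43.4%. Of the alternatives set before the data were examined, an added log2 fold change of at least 1 gave 68.8% and DESeq2 50.0%, which is not yet a majority. Leaving out 1 mouse gave 52.7% without Gen19, 55.4% without Gen20 and 52.9% without Gen25. Settings chosen after the values were seen gave 51.7% without the 9 libraries that lacked many weakly expressed genes, 73.8% with that share as a covariate and 50.0% with the clock score as a covariate.

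The paper lists TLR4 among the genes lowered by atorvastatin. Tlr4 fell by 0.48 on the log2 scale with an adjusted p of 0.16 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 12 of 16 treated mice. Of the alternatives, limma-voom called it with an adjusted p of 0.0071 (range 0.0071 to 0.28 over 11 alternatives).

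The paper names NFκB as lowered. Of the 5 genes of the family, Nfkb2 was called. Relb fell by 0.43 (adjusted p = 0.022, lower in 13 of 16 treated mice) and was called with DESeq2, limma-voom and at least 10 counts in every mouse, and also without the 9 libraries, a setting chosen after the values were seen. It was also called without the mouse Gen20. Its adjusted p lay between 5.5e-06 and 0.067 over the alternatives. Nfkb1, Rela and Rel were called under none of the alternatives.

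The paper states that atorvastatin prevented a rise of MYD88 expression on WTD. Myd88 had 0 counts in all 42 mice. The paper names IL33 and IL1B beside it. Il33 had a log2 fold change of -0.25 with atorvastatin (adjusted p = 0.67, lower in 10 of 16 mice), and Il1b 0.12 (adjusted p = 0.88, higher in 7 of 16 mice), from the same edgeR test. Neither gene was called under any alternative. If the statement is about the activity that IPA predicts, the counts do not test it.

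The paper describes pro-inflammatory upstream regulators as strongly lowered, from z-scores that IPA derives from their targets. The counts hold the mRNA of the regulators, which does not measure their activity, so this statement was not tested.

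The paper places pathways of lipid metabolism and degradation among those changed by atorvastatin alone. The lists of fatty acid oxidation, tryptophan degradation and pyrimidine degradation were also changed by the WTD, with medians of -0.54, -0.67 and -0.97. The list of triacylglycerol biosynthesis passed camera with atorvastatin (median 0.19, adjusted p = 0.0055) and not on WTD (median -0.15, adjusted p = 0.15), as the paper places it, while fry called it on WTD too (adjusted p = 0.0023).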

Other observations

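The tests of the shared WTD-fed mice, of macrophages, of the time of sacrifice and of other splits for the DEG counts were set before their results were seen, and the other tests in this part only after. The clock score as a covariate was among those chosen only after.

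Other splits of the mice into groups of the same sizes were drawn for each result, 100 per comparison with the real one included. As many DEGs were found in 1 of 100 splits, the real one, for WTD against chow, and in 1 of 100 for atorvastatin against WTD. The other splits gave at most 874 and 225 DEGs. The Reactome pathways on WTD, with atorvastatin and in both, the reversed genes, the correlation of fold changes, the NLRP3 genes and the upstream regulators in both comparisons also had 1 of 100. The lowest correlation in another split was -0.60. The gene lists passed in 19 of 28 tests for WTD against chow, and 7 of 100 splits gave as many, so a grouping of the mice by chance is not excluded for this number. With atorvastatin 20 lists passed, and 3 of 100 splits gave as many.

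The opposite fold changes in the comparisons may partly come from the WTD-fed mice that both share. With a separate group of 8 WTD-fed mice for each comparison, the median r was -0.467 over 20 splits (-0.519 to -0.417), against -0.623 with shared mice. Sharing therefore does not account for all of the relation.

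Myd88 at 0 counts may be a matter of counting. Of the protein-coding genes inside another gene on the same strand with separate exons, 99.6% had 0 counts in every mouse, against 27.4% of those inside a gene on the opposite strand. A candidate explanation is that read pairs in such genes were treated as ambiguous. Expression of Myd88 in these livers stays open.

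Fewer macrophages in treated livers are a candidate explanation for the fall of the NLRP3 arm. With the macrophage marker mean as a covariate, 6 DEGs were left in all between atorvastatin-treated and WTD-fed mice, and 13 between WTD-fed and chow-fed mice. The covariate removed nearly all calls in both comparisons, so fewer macrophages and lower expression per cell cannot be told apart for the NLRP3 genes. Of these genes 0 were called with the covariate, and their log2 fold changes moved in different ways. Without and with it, Ctsb had -0.28 and -0.18, Pycard -0.72 and -0.80, and Nlrp3 -0.07 and 0.42.

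The cell type lists had these medians on WTD and with atorvastatin, in log2 fold change. Macrophage markers had 2.65 and -0.45, lipid-associated macrophage markers 3.13 and -0.58, Kupffer cell markers 1.08 and -0.22, monocyte markers 1.93 and -0.62 and neutrophil markers 1.41 and -0.61. T cell markers had 0.41 and -0.11, B cell markers -1.01 and 0.08, sinusoidal endothelial markers -0.36 and 0.24, cholangiocyte markers 1.99 and -0.69 and hepatocyte markers -0.84 and 0.44. The proliferation list had 0.38 and -0.22. With atorvastatin 4 of 8 macrophage markers and 3 of 7 lipid-associated macrophage markers were called lower, and 8 of 10 hepatocyte markers higher. For neutrophil and monocyte markers 0 were called, with 1 of 5 at an unadjusted p under 0.05 in each. Cd68 fell by 0.56 with atorvastatin and Trem2 fell by 0.97. Adgre1 fell by 0.36 and was not called. Ly6c2 had a log2 fold change of -0.15 and was not called either. Mpo and Ly6g had too few counts to be tested.

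The tests argue against a different time of sacrifice as the whole cause of the DEGs with atorvastatin. Of 11 circadian clock genes 0 were called, and 2 had an unadjusted p under 0.05. The medians of this list were 0.21 on WTD and 0.26 with atorvastatin, where 9 of 11 genes were higher. Fry called this rise (adjusted p = 0.0023), while camera did not (adjusted p = 0.20, range 0.0023 to 0.25 over the alternatives), so a difference in time stays open. The list median gives every gene the same sign, while the clock score subtracts Arntl, Npas2 and Clock. The median may therefore miss a shift in time. With the clock score as a covariate 875 of the 1106 DEGs were still called. The score ranged from -2.37 to 0.44 on chow and from -1.80 to 2.84 on WTD. A difference in time between these 2 groups stays open as well. With the score as a covariate, 4765 of the 5224 DEGs between them were still called. The tests also argue against a difference in the number of molecules per library as the whole cause, as 991 of the 1106 were called without the 9 libraries that missed over 20% of weakly expressed genes, and 866 with this share as a covariate. In the libraries kept, the median share was still 2.67% for WTD-fed and 0.33% for treated mice, so a part in single genes stays open.

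The fall of ribosomal protein genes with atorvastatin might come from a loss of short transcripts. For 69 of them, genes of like level whose mRNA is no longer were drawn, with a median length of 609 against 833 nucleotides. Their median log2 fold change was 0.0036 over 1000 draws (-0.098 to 0.15), against -0.30 for the ribosomal genes. This argues against a loss of short transcripts. Reads shared with pseudogenes were not tested, and an effect of treatment is a hypothesis.

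Across the 16 treated mice, the means of the sterol genes and of the fibrosis genes were related, with a Pearson r of -0.745 (permutation p = 0.00082, adjusted p = 0.0033) and a Spearman rho of -0.762 (permutation p = 0.00096, adjusted p = 0.0038). Without the 2 mice farthest from the median r was -0.806. The relation of sterol and macrophage genes had an r of -0.553 (permutation p = 0.026, adjusted p = 0.052) and a rho of -0.606 (permutation p = 0.015, adjusted p = 0.031), and without the 2 farthest mice -0.691. In the 16 WTD-fed mice r was -0.328 for both (permutation p = 0.22 each), with a rho of -0.212 and -0.227. Without the 2 farthest WTD-fed mice r was -0.482 for both. Among the 11 WTD-fed mice whose libraries missed at most 20% of the weakly expressed genes, r was -0.792 for fibrosis and -0.428 for macrophage genes, so the relation is not shown to be confined to treated mice. The adjustment is over these 4 relations, and all permutation tests were two-sided. These tests treat mice as independent, which shared cages could break. A share of hepatocyte RNA that differs between mice may account for the first relation, since the partial r with hepatocyte markers held fixed was -0.237.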
